# Transcriptome Analyses of Inhibitor-treated Schistosome Females Provide Evidence for Cooperating Src-kinase and TGFβ Receptor Pathways Controlling Mitosis and Eggshell Formation

**DOI:** 10.1371/journal.ppat.1003448

**Published:** 2013-06-13

**Authors:** Christin Buro, Katia C. Oliveira, Zhigang Lu, Silke Leutner, Svenja Beckmann, Colette Dissous, Katia Cailliau, Sergio Verjovski-Almeida, Christoph G. Grevelding

## Abstract

Schistosome parasites cause schistosomiasis, one of the most prevalent parasitemias worldwide affecting humans and animals. Constant pairing of schistosomes is essential for female sexual maturation and egg production, which causes pathogenesis. Female maturation involves signaling pathways controlling mitosis and differentiation within the gonads. *In vitro* studies had shown before that a Src-specific inhibitor, Herbimycin A (Herb A), and a TGFβ receptor (TβR) inhibitor (TRIKI) have physiological effects such as suppressed mitoses and egg production in paired females. As one Herb A target, the gonad-specifically expressed Src kinase SmTK3 was identified. Here, we comparatively analyzed the transcriptome profiles of Herb A- and TRIKI-treated females identifying transcriptional targets of Src-kinase and TβRI pathways. After demonstrating that TRIKI inhibits the schistosome TGFβreceptor SmTβRI by kinase assays in *Xenopus* oocytes, couples were treated with Herb A, TRIKI, or both inhibitors simultaneously *in vitro*. RNA was isolated from females for microarray hybridizations and transcription analyses. The obtained data were evaluated by Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA), but also by manual classification and intersection analyses. Finally, extensive qPCR experiments were done to verify differential transcription of candidate genes under inhibitor influence but also to functionally reinforce specific physiological effects. A number of genes found to be differentially regulated are associated with mitosis and differentiation. Among these were calcium-associated genes and eggshell-forming genes. *In situ* hybridization confirmed transcription of genes coding for the calcium sensor hippocalcin, the calcium transporter ORAI-1, and the calcium-binding protein calmodulin-4 in the reproductive system pointing to a role of calcium in parasite reproduction. Functional qPCR results confirmed an inhibitor-influenced, varying dependence of the transcriptional activities of Smp14, Smp48, fs800, a predicted eggshell precursor protein and SmTYR1. The results show that eggshell-formation is regulated by at least two pathways cooperatively operating in a balanced manner to control egg production.

## Author Summary

As one of the most prevalent parasitic infections worldwide, schistosomiasis is caused by blood-flukes of the genus *Schistosoma*. Pathology coincides with egg production, which is started upon pairing of the dioeciously living adults. A constant pairing contact is required to induce mitoses and differentiation processes in the female leading to the development of the gonads. Although long known, the molecular processes controlling gonad development or egg-production in schistosomes or other platyhelminths are largely unknown. Using an established *in vitro*-culture system and specific, chemical inhibitors we have obtained first evidence in previous studies for the participation of signal transduction processes playing essential roles in controlling mitoses, differentiation and egg production. In the present study we applied combinatory inhibitor treatments combined with subsequent microarray and qPCR analyses and demonstrate for the first time that cooperating Src-Kinase- und TGFβ-signaling pathways control mitoses and egg formation processes. Besides direct evidence for managing transcription of eggshell-forming genes, new target molecules of these pathways were identified. Among these are calcium-associated genes providing a first hint towards a role of this ion for reproduction. Our finding shed first light on the signaling mechanisms controlling egg formation, which is important for life-cycling and pathology.

## Introduction

Blood-dwelling endoparasites of the genus *Schistosoma* are the only trematodes that have evolved a gender dimorphism [1], [2]. These parasites cause schistosomiasis, which is of worldwide significance for humans and animals in tropical and sub-tropical areas [3]. About 780 million people live in endemic areas being at risk of schistosomiasis, of which 200 million are infected generating annual losses of 1.7 to 4.5 million disability adjusted life years (DALYs) of humans as determined by the Global Burden of Disease Programme [4], [5]. Living in the abdominal veins of their vertebrate hosts, adult paired females produce up to 300 eggs per day. Half of these eggs penetrates the epithelia and reach the gut lumen (e.g. *S. mansoni*) or the bladder (*S. haematobium*) to be transported to the environment for continuing the life cycle. The remaining eggs migrate via the blood stream to different organs such as spleen and liver, where they get trapped causing granuloma formation and liver cirrhosis [6], [7].

A unique biological feature of schistosomes is the dependency of the sexual maturation of the female on a constant pairing contact with the male. Following pairing, mitoses and differentiation are induced in the female leading to the differentiation of the reproductive organs, ovary and vitellarium [8], [9]. Regarding the importance of eggs for continuing the life cycle and provoking pathogenesis, a number of studies focused on the identification and characterization of genes controlling reproductive development of this parasite [8], [10]–[14]. Furthermore, genome and transcriptome projects have unravelled the parasite's genetic repertoire [15]–[17]. Several members of the TGFβ signaling pathway were identified, which is a highly conserved pathway throughout the animal kingdom. Among these, the type I TGFβ receptor (SmTβRI; Smp_049760; [18]), a type IIb activin receptor called SmRK2 (SmActRIIb; Smp_144390; [19]), SmSmad4 (Smp_033950; [20]), SmSmad2 (Smp_085910; [21]), and SmFKBP12 (Smp_079230; [22]) were identified. Localisation studies revealed a preferential expression of the listed molecules within the reproductive organs. SmTβRI transcripts were localised within the vitellarium and ovary as well as the parenchyma of both genders [23]. Furthermore, expression of SmTβRI protein was also found at the surface of male parasites [18]. SmActRIIb was found to be expressed in males and females, and localised on the tegumental surface of the gynaecophoral canal and some parenchymatic cells [19]. SmSmad4 was detected within epithelia surrounding the gut and vitellarium, as well as the subtegument and muscles of males [20] and SmSmad2 within the vitellarium, the developing egg, and the ovary of the female worm, but also in the testes and tubercles of the male [24]. SmFKBP12 co-localised with SmTβRI in the female gonads as well as the parenchyma of the adult schistosomes [23].

In the animal kingdom, the TGFβ pathway controls proliferation and differentiation processes [25]. First studies to elucidate the functional meaning of the schistosome TGFβ pathway have included ligand-induction and inhibitor-suppression approaches [11], [26]. Using human TGFβ (hTGFβ) to induce the TGFβ pathway in adults *in vitro*, a recent study showed that genes related to morphology, development, and cell cycle were differentially transcribed [27]. Earlier studies, based on the use of a specific TβRI kinase inhibitor (TRIKI) in adult schistosomes *in vitro* to suppress the TGFβ pathway, provided first evidence for its role in regulating mitotic activity and egg production in paired *S. mansoni* females [11]. Using a similar inhibitor approach with adults *in vitro* indicated the additional influence of (a) Src kinase-containing pathway(s) on these processes in paired *S. mansoni* females. Based on the discovery of the gonad-specific expression of the cellular Src tyrosine kinase SmTK3 (Smp_151300; [28]), inhibition experiments with the Src-kinase inhibitor Herbimycin A (Herb A) led to reduced mitotic activity and egg production in paired females as well [29]. The comparison of both inhibitor treatments pointed to a stronger reduction of both parameters following Herb A treatment [11]. The strongest influence on the mitotic activity and egg production was observed by combining both inhibitors.

In this study, we investigated the inhibitory impact of TRIKI, Herb A, or the combined compounds on the transcriptome of female schistosomes using a microarray approach and comprehensive qPCR analyses. Besides the identification of a large number of genes, which were differentially transcribed upon inhibitor treatment, the results provide strong molecular evidence for the participation of both TβRI and Src kinase-containing pathways controlling the transcription of genes involved in eggshell formation in a cooperative and balanced manner.

## Results

### Inhibition of SmTβRI kinase by TRIKI

The predicted inhibition of SmTβRI by TRIKI (also known as LY-364947) was confirmed by expressing the recombinant intracellular active kinase domain of SmTβRI in *Xenopus laevis* oocytes [30], a suitable system for the expression and detection of kinase activity of schistosome proteins [31]–[34]. In *X. laevis* stage VI oocytes naturally blocked in prophase I of meiosis I, the kinase potential of an exogenous recombinant active kinase triggers resumption of meiosis and thus germinal vesicle breakdown (GVBD), a process easily monitored by the appearance of a characteristic white spot at the animal pole of the oocyte [30]. To functionally analyze the kinase potential of SmTβRI, a constitutively active variant (SmTβRI^7D^) [35] and an inactive one (SmTβRI^VVAAAVV^) were generated by site-directed mutagenesis, and appropriate cRNAs were injected into *Xenopus* oocytes. Results shown in Figure 1 demonstrated that expression of the active SmTβRI^7D^ version induced GVBD in ≥80% of oocytes whereas the inactive one SmTβRI^VVAAAVV^ had no effect on the fate of the oocytes. In the presence of TRIKI, oocytes expressing SmTβRI^7D^ underwent no more GVBD when drug concentrations ≥30 nM were used, confirming the inhibitory effect of TRIKI on SmTβRI kinase. For comparison, previous experiments showed that in this cellular system a complete inhibition of the Src kinase SmTK3 was obtained using 10 nM Herb A [34]. GVBD induced in control oocytes by the natural stimulus progesterone [30] was not affected by TRIKI-treatment (data not shown), demonstrating a specific effect of TRIKI on the SmTβRI kinase in injected oocytes.

**Figure 1:**
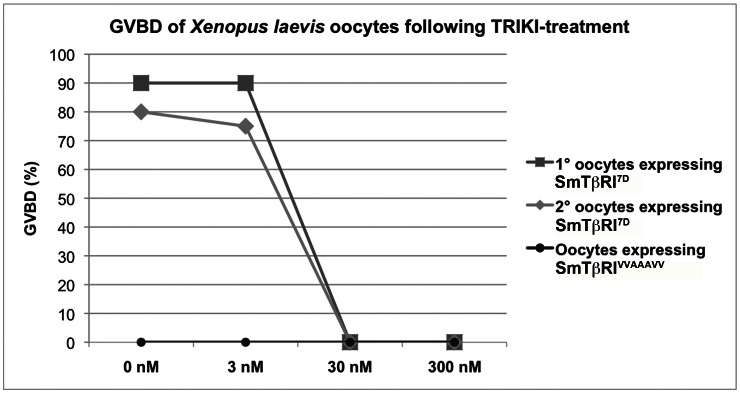
Inhibition of SmTβRI activity by TRIKI. Inhibitory effect of TRIKI on SmTβRI kinase activity was monitored in *Xenopus laevis* oocytes expressing the intracellular domain of SmTβRI by measuring the level of GVBD induced by the kinase in the oocytes. Results of GVBD assays performed in TRIKI-treated oocytes (used concentrations: 0 nM, 3 nM, 30 nM, 300 nM), which expressed either the constitutively active intracellular part of SmTβRI (SmTβRI^7D^; the experiments were performed twice: 1°, dark grey squares; 2°, light grey rhombs), or an inactive kinase variant (SmTβRI^VVAAAVV^, black circles) as control.

### Transcriptome analyses of inhibitor-treated adults by microarrays

Based on previous findings of reduced mitotic activity and egg production following inhibitor treatment of adult female schistosomes *in vitro* [11], [29], we devised an approach to unravel the molecular mechanisms affected by these inhibitors. To this end, large-scale transcriptional analyses were performed using a microarray platform representing nearly the complete *S. mansoni* transcriptome [27], [36], [37]. Our experimental design comprised adult schistosomes that were cultured *in vitro* for 48 h with either TRIKI (300 nM), Herb A (4.5 µM), the combination of both inhibitors (H+T), or with DMSO only as control.

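Each treatment was measured on 6 microarrays, 18 in all. On every array, RNA of treated females carried one dye and RNA of a DMSO control the other. The 3 biological replicates of a treatment each had a DMSO sample of their own, and each pair of samples was hybridized on a second array with the dyes exchanged. The authors deposited the scanner software's output, with an intensity and a log10 ratio for every spot, and a table of their own log2 ratios (treated/control). Those log2 ratios differ from the ratios of the processed signals of the 2 dyes by at most 4.97e-08. The per-array ratios in Supplementary Tables S2, S5 and S8 match 15 of the arrays, 5 per treatment. The arrays without a match are the second array of TRIKI replicate 2, the second array of Herb A replicate 2 and the first array of H+T replicate 1, so that 3 of the 9 biological replicates are represented by a single array. An array holds 42009 spots other than controls, for 41739 probes. On the 15 arrays, the share of spots well above background lay between 11.2% and 36.9% for treated worms and between 10.8% and 40.5% for DMSO controls. Both lowest shares belong to the remaining array of Herb A replicate 2. For the values given from here on, the intensities of the 15 arrays were background-corrected with normexp at an offset of 50 and normalized by loess within each array in limma. Spots that the scanner software marked as outliers were left out, spots of the same probe were averaged, and ratios were turned to treated over control according to the dyes of the samples. Arrays of the same biological replicate were averaged, which gave each probe 3 log2 ratios per treatment. These were tested with limma in a single model over the 9 replicates. Within each treatment, p values were adjusted by the method of Benjamini and Hochberg over the probes that met the paper's detection criterion. Probes without a ratio in each replicate of the treatment were left out. A probe was called changed at an adjusted p of at most 0.03, the threshold that the paper sets on the q value. Counts refer to probes and not to genes. The probes have 40965 distinct sequences, and the supplementary tables name 2608 of the probes. The available copies of the tables hold 1179 of the 2595 genes listed for TRIKI, 1178 of the 1181 for Herb A and 520 of the 521 for H+T. Scaling moved the ratios, by amounts that differed between probes. With arrays centred on their median in place of loess, the median log2 ratio of the tested probes rose by 0.22 for TRIKI, 0.29 for Herb A and 0.02 for H+T. In Herb A it rose by 0.19 with the scanner software's log ratios and by 0.18 with the authors' log2 ratios.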

### Identification of genes differentially transcribed following TRIKI-treatment

A total number of 8745 genes were detected as expressed in the TRIKI-treatment assays. 

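In the TRIKI arrays, 22899 probes met the detection criterion and had a ratio in each replicate. The criterion asks for a signal significantly above background on at least 75% of the 5 arrays in treated or in control worms.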

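With a single value per biological replicate, limma called 0 probes changed by TRIKI, and the lowest adjusted p was 0.067. At an unadjusted p under 0.05 there were 5496 probes. With every array taken as a replicate, limma called 2832 probes. One-class SAM over the 5 arrays, which has 32 sign flips to draw on, called 6547 at a q of at most 0.03. Run on the authors' log2 ratios, a comparison chosen after the data had been seen, SAM called 5373. Leaving out TRIKI replicate 1 or Herb A replicate 1, which shares in the model's variance, gave 1 call by limma, and leaving out each of the other replicates gave 0.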

According to subsequent significance analysis of the microarray data (SAM, q-value≤0.03) 2595 genes were found to be differentially transcribed when compared to the control. Of these, 2330 were protein-coding genes, while 265 had an antisense-orientation relative to the protein-coding gene in the given locus (Supplementary Table S1). 

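Among the protein-coding probes of the available copy of Supplementary Table S2, 953 are listed as up-regulated and 133 as down-regulated by TRIKI. In the mean of the replicates, 1085 of these 1086 probes changed in the listed direction, and 1024 did so in each of the 3 replicates. The median log2 ratio was 0.45 for probes listed as up-regulated and −0.41 for those listed as down-regulated. An unadjusted p under 0.05 was reached by 725. Adjusted over the list alone, 346 of the 1071 tested probes passed the threshold, against 0 adjusted over all probes tested by limma. SAM on the same 5 arrays called 966 of them. The list was chosen on the same arrays and is therefore not independent evidence.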

A hierarchical clustering of the replicate data was performed (Fig. 2A), showing that the transcription of 1765 protein-coding genes was enhanced (up-regulated, red), and of 565 repressed (down-regulated, green). The opposite tendency was detected for antisense transcripts, where 67 showed enhanced, and 198 repressed transcription. 

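The available copy of the list holds 93 antisense probes, 30 with higher and 63 with lower signal in TRIKI-treated females, and all 93 had the listed direction in the mean of the replicates. In each of the 3 replicates the direction held for 85. Their median log2 ratio was 0.28 among the enhanced and −0.31 among the repressed transcripts. For 57 the unadjusted p was under 0.05, and adjusted over the list alone 28 passed. SAM called 69 and limma 0.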

A list with all differentially transcribed genes is available in Supplementary Table S2. Further functional analyses were done only with protein-coding genes.

**Figure 2:**
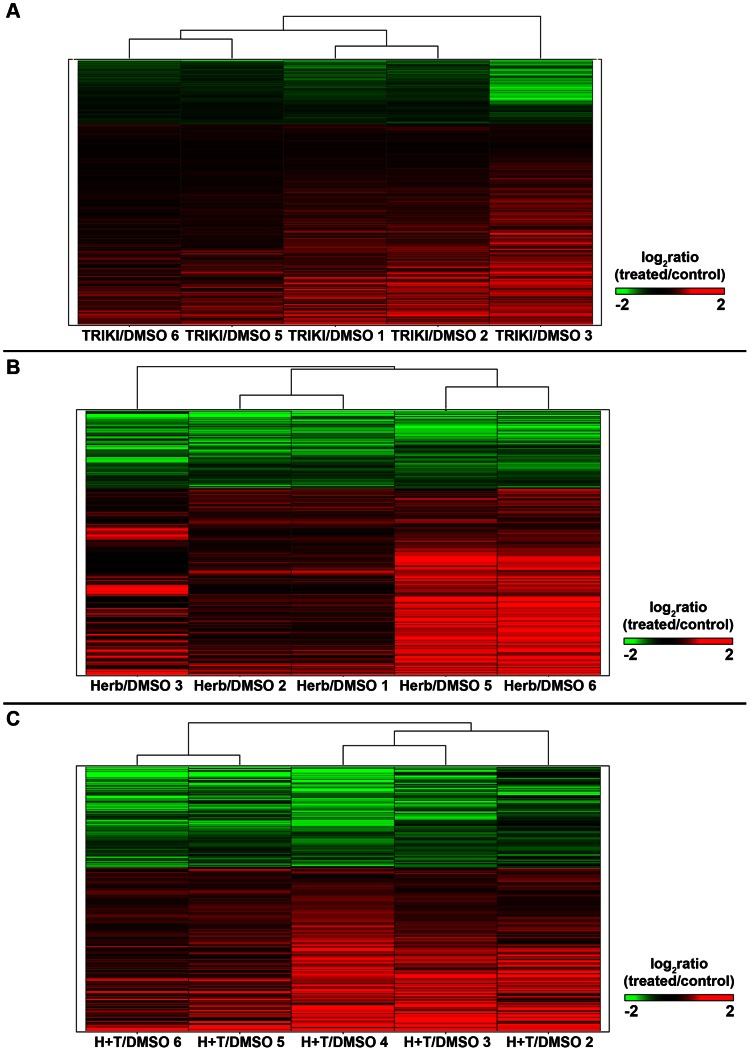
Hierarchical clustering of differentially transcribed genes (q≤0.03) following TRIKI-treatment, Herbimycin A-treatment, and combined inhibitor treatment. Hierarchical clustering of (A) 2330 (TRIKI), (B) 1021 (Herbimycin A), and (C) 411 (combined inhibitors) differentially transcribed genes (q≤0.03) of treated and control female schistosomes. Columns represent three biological replicas as well as two technical replicas (A, TRIKI: columns TRIKI/DMSO 6 and 5, as well as TRIKI/DMSO 1 and 2 represent technical replicas of the first two biological replicas, respectively; TRIKI/DMSO 3 represents the 3^rd^ biological replicate. B, Herbimycin A: columns Herb/DMSO 2 and 1, as well as Herb/DMSO 5 and 6 represent technical replicas of the first two biological replicas, respectively; Herb/DMSO 3 the 3^rd^ biological replicate. C, combined inhibitors: columns H+T/DMSO 6 and 5, as well as H+T/DMSO 4 and 3 represent technical replicas of the first two biological replicas, respectively; H+T/DMSO 2 represents the 3^rd^ biological replicate). Each line shows the calculated log_2_ratio (treated/control) of the transcription of a gene; genes with a repressed transcription were colored in green (A, TRIKI: 565 genes; B, Herbimycin A: 302 genes; C, combined inhibitors: 157 genes) and genes with an enhanced transcription in red (A, TRIKI: 1765 genes; B, Herbimycin A: 719 genes; C, combined inhibitors: 254 genes).

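Over the 14126 probes that met the detection criterion in all 3 treatments, the mean log2 ratios of the 9 biological replicates were compared pairwise. Within a treatment, Pearson's r lay between −0.0574 and 0.652 over 9 pairs, with a median of 0.461. Between treatments it lay between −0.606 and 0.516 over 27 pairs, with a median of 0.106. These correlations run across genes, and genes are not independent replicates. The lowest value, −0.606, was found for TRIKI replicate 1 and H+T replicate 3, which were hybridized on the same slide. Dye-swapped arrays of the same replicate, where both were used, had r between 0.477 and 0.894 after ratios were turned to treated over control. The medians of the authors' log2 ratios per array ranged from −0.222 to 0.202.

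**Figure D1:**
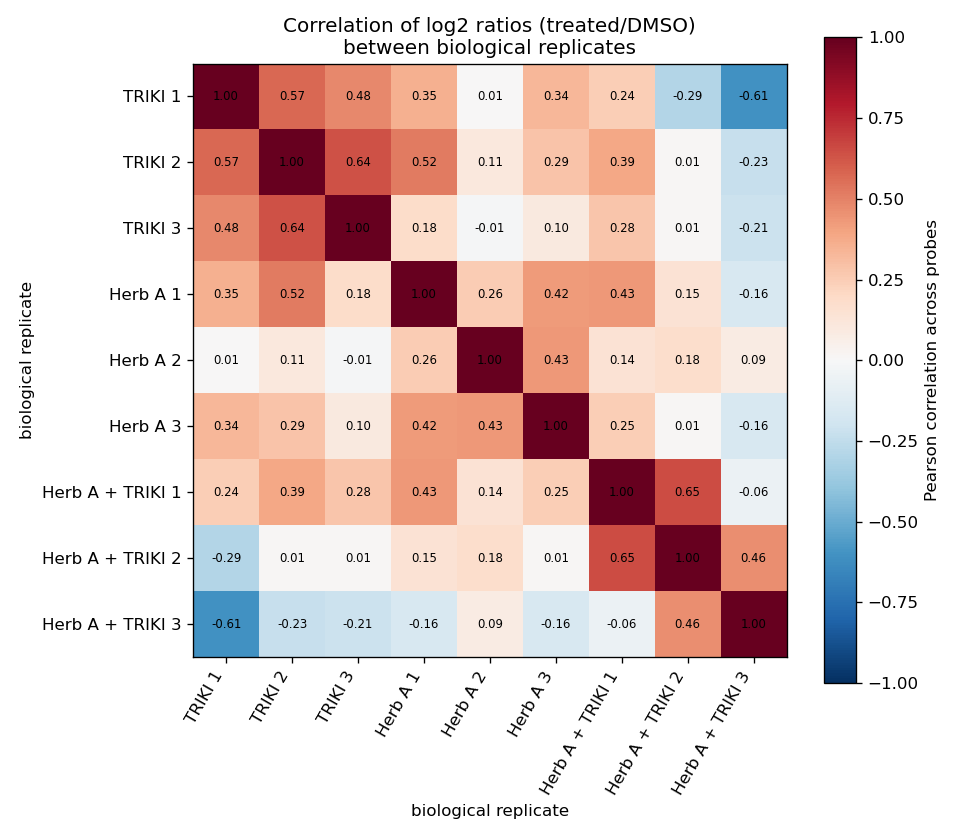
Pearson's r of the log2 ratios (treated/control) for each pair of the 9 biological replicates, over 14126 probes. Rows and columns are replicates, grouped by treatment, and color gives r from blue (negative) to red (positive). The pair of TRIKI replicate 1 and H+T replicate 3 has the lowest value, −0.606.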

GO analyses of differentially transcribed genes revealed ontology categories enriched with genes being up- or down-regulated (BH adjusted p-value≤0.05; Supplementary Table S3). The GO category ncRNA metabolic process belonged to the ontology biological process, and contained genes with enhanced transcription. For genes with repressed transcription the ontologies biological process, including the category mRNA metabolic process, and cellular component were detected.

Using IPA, a number of networks enriched with proteins coded by differentially transcribed genes were identified, of which the five most significant are presented (summarised in Supplementary Table S4). The first network included molecules involved in gene expression, protein synthesis, and amino acid metabolism. The second network contained molecules necessary for small molecule biochemistry, lipid metabolism, and amino acid metabolism. Molecules of the third network were associated with cell cycle, cellular function and maintenance, and molecular transport. The fourth network included molecules of nucleic acid metabolism, small molecule biochemistry and DNA replication, recombination and repair. The fifth network consisted of molecules belonging to lipid metabolism, nucleic acid metabolism, and small molecule biochemistry.

### Identification of genes differentially transcribed following Herb A-treatment

A total number of 8016 genes were detected as expressed in the Herb A-treatment assays. 

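For Herb A, the same criterion was met by 15415 probes with a ratio in each replicate.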

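By limma, 381 probes were changed by Herb A, 206 of them higher and 175 lower in treated females, and they represent 366 distinct sequences. Without adjustment, 3340 probes had a p under 0.05. SAM over the 5 arrays called 1767 probes, and limma with every array as a replicate called 1995. With median centring limma called 0, and 2900 probes had an unadjusted p under 0.05. Which direction prevailed depended on the processing. By limma, 61 were higher and 131 lower with the scanner software's log ratios, and 240 and 319 with the authors' log2 ratios. Without background correction there were 173 and 203, while SAM had 1225 and 542. The number of calls also depended on single replicates. It fell to 30 without Herb A replicate 2 and to 48 without replicate 3, and rose to 562 without replicate 1. Leaving out a replicate of the other treatments, which enter through the variance, gave between 126 and 456.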

SAM identified 1181 genes to be differentially transcribed with a q-value≤0.03. Among these, 1021 represented protein-coding genes and 160 antisense-oriented transcripts (Supplementary Table S5). A hierarchical clustering of the protein-coding genes was performed (Fig. 2B), showing that a majority of 719 genes had an enhanced transcription, whereas 302 exhibited a repressed transcription. 

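Of the 1019 protein-coding probes that the available copy of Supplementary Table S5 lists for Herb A, 1012 changed in the listed direction, 838 of them in each replicate. Their median log2 ratio was 0.50 where listed as enhanced and −0.72 where listed as repressed. By limma 167 passed the threshold, and 520 of the 1017 tested did so when adjusted over the list alone, a list drawn from the same arrays. SAM called 500. Among the called probes with the highest log2 ratios was Q2_P07014, annotated in the table as a heat shock protein, with 4.70 ± 0.78 (SD, n = 3, adjusted p = 0.000574). This call was lost in 1 of 18 alternatives, with median centring (adjusted p = 0.0379, range over the alternatives 0 to 0.0379). Here and below, the alternatives include a threshold of 0.05, which cannot lose a call. They also include fits that enter every array, SAM among them, which lost no call of a named gene. The ranges take in q values of SAM, and a lower end of 0 is such a q value. Probe Q2_P20968 rose by 4.34 ± 0.57 (SD, n = 3, adjusted p = 0.0193), with treated signal saturated on 2 of the 5 arrays. Without Herb A replicate 2 its adjusted p was 0.0893 and without replicate 3 it was 0.0743, in a range of 0 to 0.167. Among the lowest log2 ratios were those of Q2_P03938, at −2.22 ± 0.65 (SD, n = 3, adjusted p = 0.0101), and Q2_P24279, at −2.19 ± 1.08 (SD, n = 3, adjusted p = 0.0216). Q2_P03938 was saturated on 2 arrays in both treated and control worms, and its adjusted p rose to 0.0545 without replicate 2 (range 5.33e-05 to 0.233). The call of Q2_P24279 was lost without any one of the 3 Herb A replicates, at adjusted p of 0.0455, 0.0827 and 0.0378 (range 0.000163 to 0.853).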

The opposite pattern was found for the antisense-oriented genes. 

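The antisense part of the list for Herb A holds 159 probes, of which 158 changed in the listed direction and 131 did so in each replicate. The median log2 ratio was 0.32 for listed increases and −0.55 for listed decreases. There were 17 calls by limma, and 66 with p values adjusted over the list alone. SAM called 47.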

Here, 57 genes were enhanced in their transcription and 103 genes repressed (see also Supplementary Table S1). Further functional analyses were done only with probes representing protein-coding genes.

GO analysis resulted in the identification of GO categories (BH adjusted p-value of ≤0.05) significantly enriched only with genes showing enhanced transcription (Supplementary Table S6). The identified categories of the ontology biological process were negative regulation of molecular function, cellular carbohydrate metabolic process, protein folding, and glycoprotein metabolic process. The categories belonging to the ontology molecular function were peptidase regulator activity, enzyme inhibitor activity, and peptidase inhibitor activity. The cellular component ontology included genes belonging to the categories nuclear membrane-endoplasmic reticulum network and endoplasmic reticulum membrane.

Among the five networks detected by IPA as most significantly enriched with proteins coded by genes with altered transcription, network 1 was comprised of molecules related to post-translational modification, protein folding, and molecules known from humans to be involved in cancer (among other signal transduction proteins). The second network included molecules, whose functions are associated in humans with cancer, gastrointestinal disease, and genetic disorder.

For the third network molecules involved in RNA post-transcriptional modification, DNA replication, recombination, and repair and energy production were enriched (Supplementary Figure S1A). The fourth network contained molecules involved in endocrine system development and function, small molecule biochemistry as well as cellular function and maintenance. The fifth network comprised molecules involved in carbohydrate metabolism, cellular function and maintenance, and molecular transport (Supplementary Table S7).

### Identification of genes differentially transcribed following combined Herb A/TRIKI (H+T) treatment

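In the arrays of females treated with both inhibitors, 22717 probes met the detection criterion and had a ratio in each replicate.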

A total number of 11,668 genes were detected as expressed in schistosome parasites in the assays with Herbimycin A and TRIKI. Using SAM statistics, 521 genes were identified as differentially transcribed with a q-value of ≤0.03 (Supplementary Table S8). 

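For H+T, limma called 47 probes, 35 higher and 12 lower in treated worms, with 41 distinct sequences. An unadjusted p under 0.05 was found for 3501. SAM called 2198 probes and limma with every array as a replicate 1898. With median centring limma called 0 (1270 at an unadjusted p under 0.05), and with the authors' log2 ratios 2. More calls were lower than higher with all 18 arrays (4 higher, 9 lower) and with the scanner software's log ratios (5 and 8). Higher calls prevailed without background correction (24 and 17) and by SAM (1283 and 915). Without H+T replicate 2 a single probe was called, without replicate 1 there were 4, and without replicate 3 there were 392. Leaving out TRIKI replicates 1, 2 and 3 gave 141, 109 and 6, and leaving out Herb A replicates 1, 2 and 3 gave 39, 33 and 10. The heat shock protein probe Q2_P07014 had a log2 ratio of 5.80 ± 0.31 (SD, n = 3, adjusted p = 0.000262). Its call failed with median centring alone (adjusted p = 0.0500, range 0 to 0.0500). Q2_P29378, whose treated signal was saturated on 1 array, reached 3.73 ± 1.47 (SD, n = 3, adjusted p = 0.0243). Its adjusted p was 0.0606 without H+T replicate 1 and 0.196 without replicate 2, in a range of 0 to 0.666. Among the probes called with the same sign in the 3 replicates, the lowest ratio was −1.52 ± 0.47 (SD, n = 3, adjusted p = 0.0226) for Q2_P35617, with adjusted p of 0.0665 and 0.186 in the same order (range 0 to 1.00).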

From these, 411 were protein-coding genes and 110 antisense-oriented transcripts, respectively (Supplementary Table S1). A hierarchical clustering was performed (Fig. 2C), and showed that a higher number of protein-coding genes had an enhanced transcription (254) compared to those with repressed (157) transcription. 

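All 410 protein-coding probes in the copy of Supplementary Table S8 changed in the listed direction, and 386 did so in each of the 3 H+T replicates. The median log2 ratio was 0.84 for the enhanced and −0.50 for the repressed genes. Single p values under 0.05 were found for 366. The number of calls was 13 by limma over all probes tested, 335 when adjusted over the list alone, and 319 by SAM. Since the list comes from the same arrays, these counts are not independent evidence.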

The same picture was obtained for the antisense messages. Among these, 70 genes showed an enhanced transcription, 40 a repressed transcription upon the combined inhibitor treatment. 

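Each of the 110 listed antisense probes had the listed sign in the mean, and 104 in every H+T replicate. Median log2 ratios were 0.78 and −0.39. None was called by limma over all tested probes (0 calls). By contrast, 85 had an unadjusted p under 0.05, 63 were called when adjusted over the list alone, and SAM called 72.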

Further functional analyses were conducted only with protein-coding genes.

By GO analyses a significant enrichment (BH adjusted p-value≤0.05) of genes with an enhanced, as well as repressed transcription was identified for different GO categories (Supplementary Table S9). In summary, enriched genes with enhanced transcription were part of GO categories including multicellular organismal process, localisation of cell, nucleobase, nucleoside, nucleotide and nucleic acid transport, RNA localisation, metabolic process, regulation of cellular metabolic process, regulation of biosynthesis, and cellular nitrogen compound metabolic process (including the corresponding subcategories) for the ontology biological process. The identified categories (and corresponding subcategories) of the ontology molecular function were: hydrolase activity, acting on acid anhydrides, structural molecule activity, binding, and calmodulin binding. Categories comprised of genes showing repressed transcription following the combined inhibitor-treatment included ion binding and peptidase activity, for the ontology molecular function. The ontology biological process included the categories membrane lipid biosynthetic process, protein modification process, and melanin biosynthetic process.

Using IPA, two networks with significantly enriched proteins coded by differentially transcribed genes were identified. The first included molecules associated with post-translational modification, protein folding and cellular comprise. The second network comprised cellular function and maintenance, nucleic acid metabolism, and small molecule biochemistry (Supplementary Table S10).

### Comparative analyses of differentially transcribed genes identified following inhibitor treatments

To get an overview of genes that were influenced by at least one inhibitor treatment, a data comparison was performed analysing the overlapping differentially transcribed protein-coding genes (q≤0.03) and a Venn diagram was created (Fig. 3; Supplementary Table S11).

**Figure 3:**
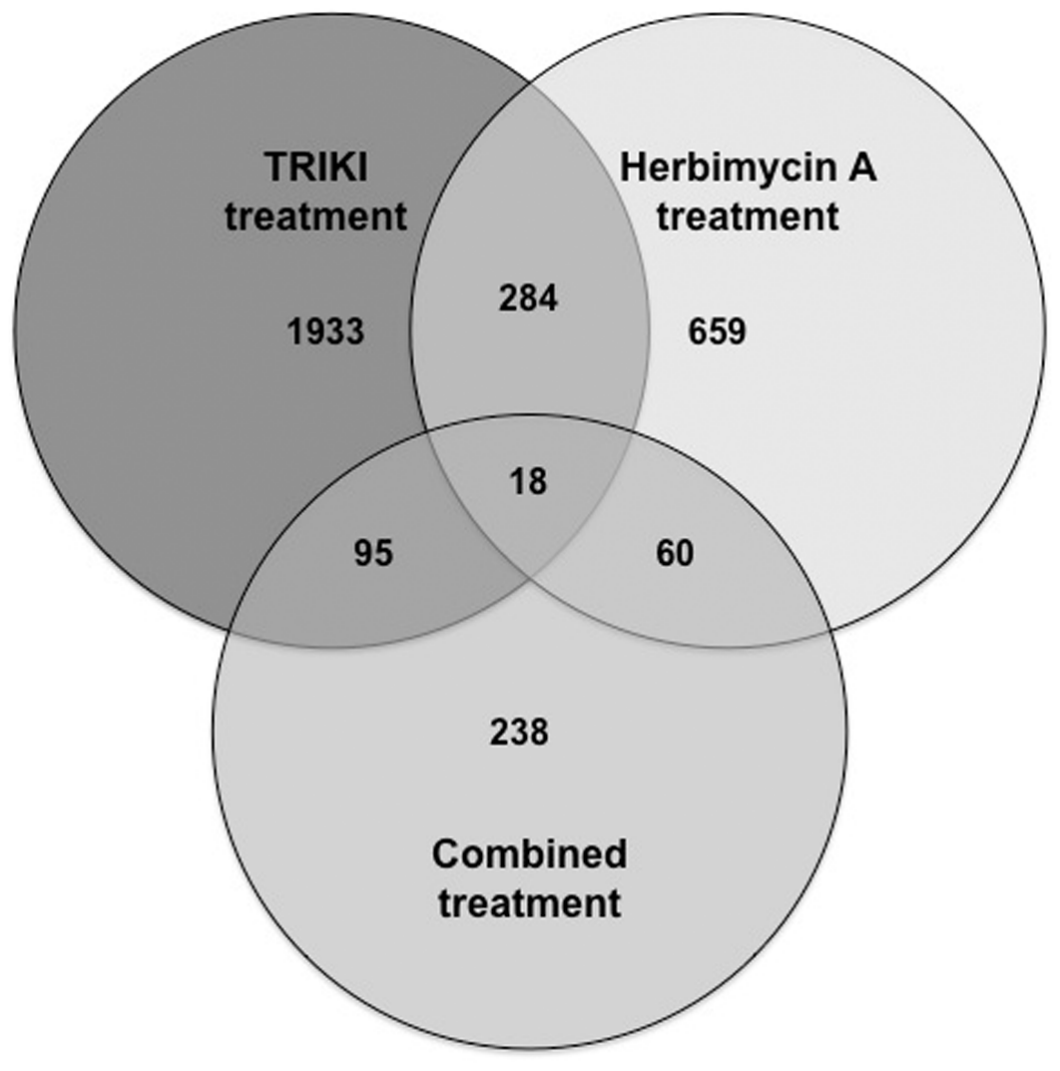
Venn diagram of differentially transcribed genes identified by different inhibitor treatments. Numbers of differentially transcribed protein-coding genes of all three microarray experiments (“TRIKI”, “Herbimycin A”, “Combined treatment”). Each circle represents the microarray result of one of the inhibitor treatments. The intersections show the numbers of corresponding genes differentially transcribed following treatment with different inhibitors.

Transcription of a large number of genes was affected by one treatment only. 1933 genes were exclusively found to be regulated by TRIKI, while the transcription of 659 genes was influenced by Herb A, and the transcription of 238 genes was affected by the combined treatment only. 

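Counted by limma over all 3 treatments, 0 probes were changed by TRIKI only, 370 by Herb A only and 36 by H+T only. With SAM the numbers were 5323, 848 and 1257. A probe that passes the threshold in one treatment and not in another has not been shown to differ between them, and the treatments were therefore also compared with each other. Herb A and TRIKI differed at 7 of 23880 tested probes, with 3 higher and 4 lower in Herb A. H+T and TRIKI differed at 11 of 24431, of which 1 was higher with H+T. That share varied, with 10 of 66 by the authors' log2 ratios and 23 of 56 by the scanner software's log ratios. It was 76 of 178 when only probes well above background were tested, and 26 of 40 without H+T replicate 3. H+T and Herb A differed at 0 of 23686 by limma, where 3762 had an unadjusted p under 0.05. With every array as a replicate and the slide as random block, this last number was 1622. Leaving out Herb A replicate 1 raised it to 117.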

Regulation of 302 genes was affected by TRIKI as well as Herb A, but these genes were not detected as differentially transcribed in the data set from the combined approach. Of these, 87% were transcriptionally regulated in the same direction (213 genes were up- and 50 down-regulated in each of the two treatments), and 13% in inverse directions (18 genes were down-regulated and 21 up-regulated by Herb A treatment, with an opposite pattern in TRIKI treated worms). 

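The number of probes called by limma in both TRIKI and Herb A was 0, as no probe passed for TRIKI. SAM called 668 in both, 564 of them with the same sign. Among the 302 genes that Supplementary Table S11 lists for both treatments, which include those also affected by H+T, 262 had the same sign here in the mean log2 ratios of TRIKI and Herb A, or 86.8%. For 299 both signs were as listed.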

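For TRIKI and H+T, 113 listed genes could be compared, the 18 genes common to all treatments included. They had the same sign in 36 cases and opposite signs in 77, a share of 31.9% with the same sign. Outside the 18 common genes there were 95, and their signs were opposite in 65, 72 and 72 cases when H+T replicates 1, 2 and 3 were taken singly. For 64 probes listed as higher with TRIKI and lower with H+T, signals of controls and treated samples were compared. The median log2 signal of the DMSO samples was 0.66 higher on the H+T arrays than on the TRIKI arrays, while that of the treated samples was lower (−0.17). These probes were chosen for their opposite ratios, which favours a control difference of this sign.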

113 genes were affected in their transcription by TRIKI or the combined treatment, of which only 32% were equally regulated (34 genes were up- and 2 genes down-regulated in either condition), and 68% of these genes were inversely regulated (13 genes were up- and 64 down-regulated by the combined treatment and showed an opposite change upon treatment with TRIKI alone).

Treatment of worms with Herb A or the combined inhibitors resulted in the differential transcription of 78 genes. In contrast to the proportions of genes whose transcription was influenced by TRIKI-treatment or the combined inhibitors, here 72% were regulated in the same direction (46 genes were up- and 10 genes down-regulated in either condition), and 28% had an inverse pattern (21 genes were up- and 1 gene was down-regulated by the combined treatment and showed an opposite change upon Herb A treatment alone).

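Of the 78 genes listed for Herb A and H+T, 56 had the same sign here and 22 the opposite, so that 71.8% went the same way. By limma, 11 probes were called in both treatments, all with the same sign. If calls were independent, 1.18 would be shared (Fisher's exact test, two-sided p = 1.57e-08), although genes are not independent replicates and this p is therefore too small. With single replicates left out, the shared number ranged from 1 to 52, the latter without H+T replicate 3.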

The intersection of all three experiments comprised 18 genes, which included e.g. an hsp70-interacting protein, an immunophilin homolog, different hypothetical proteins, and calmodulin-4.

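The values of these 18 genes in the supplementary tables had been seen when the ratios were computed. The 18 probes had the listed sign in every treatment. limma called 4 of them for Herb A, 1 for H+T and 0 for TRIKI, against 13, 17 and 11 when adjusted over the list alone, which was chosen on the same arrays. SAM called 134 probes in all 3 treatments, 64 with the same sign throughout, and limma called 0. The hsp70-interacting protein (Smp_064860) rose by 1.30 ± 0.37 (SD, n = 3) with TRIKI (adjusted p = 0.0980) and by 1.83 ± 0.92 with Herb A (adjusted p = 0.0287). The call for Herb A was lost in 9 of 18 alternatives. Without Herb A replicate 2 the adjusted p was 0.112 and without replicate 3 it was 0.126, in a range of 0.000634 to 0.755. With H+T the ratio was 1.70 ± 0.90 (adjusted p = 0.0630). An hsp70-4 homolog (Smp_069130) had a log2 ratio of 0.88 ± 0.39 with TRIKI (adjusted p = 0.114), 2.38 ± 0.83 with Herb A (adjusted p = 0.00856) and 1.59 ± 0.42 with H+T (adjusted p = 0.0374).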

### Validation of selected differentially transcribed genes by quantitative PCR experiments

GO, IPA, and literature-based research were the basis of the selection of differentially transcribed genes, whose inhibitor-influenced transcription was validated by qPCR. Additionally, a manual classification of differentially transcribed genes was used for selecting further candidates.

A huge number of signaling molecules were identified to be affected by at least one inhibitor treatment. Among these were several members of the schistosome TGFβ pathway [12], [21], [38]. Thus two TGFβ superfamily receptors, e.g. SmTβRI (Smp_049760), as well as SmActRIIb (Smp_144390) were transcriptionally enhanced, whereas SmSmad4 (Smp_033950) showed a repressed transcription following TRIKI-treatment. 

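Values that the paper reports for the genes it names had been seen before the ratios given here were computed. In TRIKI-treated females, the probe of SmTβRI was at least 1.07-fold higher than in controls in the mean of the replicates. The control signal was not well above background on any of the 5 arrays, and the treated signal was on 2. Such bounds, here and below, set undetected signals no lower than the weakest signal well above background on the array. They leave out the spread of the replicates and do not by themselves show a change. The measured log2 ratio of SmTβRI was 0.33 ± 0.27 (SD, n = 3, adjusted p = 0.197). SmActRIIb had a log2 ratio of 0.37 ± 0.10 (SD, n = 3, adjusted p = 0.0825). SmSmad4 had one of −0.33 ± 0.15 (SD, n = 3, adjusted p = 0.148), which turned to 0.58 with median centring. Across the 34 tested probes in the first part of the rule for named genes, limma called 0 for TRIKI, and 2 when adjusted over the list alone, which rests on the same arrays. An unadjusted p under 0.05 was found for 19, and SAM called 24.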

SmActRIIb and SmSmad 4 were transcriptionally regulated in the same direction following Herb A-treatment.

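With Herb A, SmActRIIb (Smp_144390) had a log2 ratio of 0.34 ± 0.16 (SD, n = 3, adjusted p = 0.0503), above the threshold. SmSmad4 (Smp_033950) fell by 0.61 ± 0.13 (SD, n = 3, adjusted p = 0.0281). This call did not hold in 9 of 18 alternatives. Leaving out any one of the Herb A replicates 1, 2 and 3 gave adjusted p of 0.0386, 0.100 and 0.120, and the range over the alternatives was 0.00482 to 1.00.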

Also genes involved in eggshell formation were found to be influenced by all inhibitor approaches. Selected candidates were the predicted eggshell precursor protein (Smp_000430) and an eggshell protein similar to fs800 (Smp_000270) [39]. Both showed enhanced transcription following TRIKI-treatment, which was unexpected due to the slight negative effect of TRIKI on egg production of female schistosomes shown before [11]. In contrast to this result, the combined treatment led to a repressed transcription for both genes, which was expected according to the strong reduction of the egg production following this dual inhibitor approach [11]. 

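The predicted eggshell precursor protein had a log2 ratio of 0.75 ± 0.59 (SD, n = 3, adjusted p = 0.136) in TRIKI-treated females, with the highest value, 1.42, in replicate 1. For the protein similar to fs800 it was 0.72 ± 0.51 (SD, n = 3, adjusted p = 0.0912). A second probe of the latter gene was not well above background in treated or control worms, and gave no usable ratio.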

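In females that received both inhibitors, the log2 ratio was −1.26 ± 0.33 (SD, n = 3) for the eggshell precursor protein and −1.20 ± 0.34 (SD, n = 3) for the fs800-like gene, below 0 in all 3 replicates. The control signal of the precursor was saturated on 1 of the 5 arrays.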

As another eggshell gene Smp48 (Smp_014610) [40] was chosen, whose transcription was repressed following the Herb A-treatment. This inhibitor was shown before to negatively influence egg production of treated couples *in vitro* [11], [29]. 

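The probe for Smp48 (Smp_014610) that the supplementary tables name is labelled antisense. Its log2 ratio with Herb A was −0.37 ± 0.59 (SD, n = 3, adjusted p = 0.440), and it was well above background on 1 of 5 arrays in treated and on 4 of 5 in control worms.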

Finally, tyrosinase 1 (SmTYR1, Smp_050270) was selected, a gene which was localised in the vitellarium and shown to be responsible for cross-linking processes of eggshell precursor proteins [41]. SmTYR1 was transcriptionally repressed following the combined inhibitory treatment.

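Its log2 ratio with H+T was −1.07 ± 0.61 (SD, n = 3), with replicate values of −0.65, −1.77 and −0.78.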

As a candidate for surface proteins tetraspanin 18 (Smp_174190) was chosen due to the strongest repressed transcription among the regulated tetraspanins according to TRIKI data analysis. Another member of this protein class was tetraspanin-1 (Smp_011560), which showed the same transcription tendency following Herb A-treatment. Furthermore, the combined inhibitor treatment revealed another tetraspanin 1 homolog (Smp_155310.1) to be transcriptionally repressed. This molecule was also detected within the GO categories membrane and membrane parts. 

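Tetraspanin-1 had a log2 ratio of −1.26 ± 0.09 (SD, n = 3, adjusted p = 0.0113) with Herb A, far outside the spread of its replicates. The adjusted p rose to 0.0569 without Herb A replicate 2 and to 0.0528 without replicate 3, in a range of 0 to 0.702 over 18 alternatives, of which 6 lost the call.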

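The probe of this homolog fell by 1.48 ± 0.48 (SD, n = 3, adjusted p = 0.0326) with H+T, short of the threshold. It passed without H+T replicate 3 (adjusted p = 0.0159). The range over the alternatives was 0.000322 to 0.963.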

The mentioned tetraspanin homologs have not been characterized in schistosomes yet.

Many heat shock protein genes were identified within the data sets of the individual Herb A- and the combined treatment. Among these was a hsp70 homolog (Smp_106930), which we selected as a representative of transcriptionally enhanced hsps following both inhibitor treatments. Furthermore, IPA of the data sets of both treatments identified hsp70 within network 1, which includes molecules involved in protein folding, in each case. 

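With Herb A, hsp70 rose by 3.19 ± 1.08 (SD, n = 3, adjusted p = 0.0461). With H+T, the spot on the single array of replicate 1 was marked as an outlier by the scanner software, which leaves 2 values, 2.86 in replicate 2 and 0.12 in replicate 3, and the probe was left out of the test against 0. In the authors' log2 ratios, replicate 1 stood at 5.28. In the model used here, which lacks that value, the log2 ratio with H+T was 0.30 higher than with TRIKI (adjusted p = 0.905). SAM on the authors' log2 ratios, chosen after the data had been seen, called hsp70 for H+T.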

An impact of Herb A on protein folding processes was shown previously to result in the transcriptional activation of hsp70 [42].

Other molecules identified by IPA were the sodium/potassium-pump (Na/K-pump; Smp_015020) and cathepsin S (Smp_139240). As a member of network 3 the Na/K-pump was detected with an enhanced transcription following TRIKI-treatment. 

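In TRIKI-treated females the Na/K-pump probe was at least 1.19-fold higher than in controls, where its signal was not well above background. The log2 ratio was 0.32 ± 0.11 (SD, n = 3, adjusted p = 0.136).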

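Cathepsin S (Smp_139240) had a log2 ratio of −0.86 ± 0.18 (SD, n = 3, adjusted p = 0.364) with H+T. With TRIKI alone the probe went the other way, at 1.38 ± 0.13 (SD, n = 3, adjusted p = 0.105). Herb A gave replicate values of −1.35, 1.18 and 1.23.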

Cathepsin S showed a repressed transcription following the combined inhibitor treatment, and it belonged to the network 1. 

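The snurp probe (Smp_069880) had a log2 ratio of −0.76 ± 0.20 (SD, n = 3, adjusted p = 0.108) with TRIKI. Median centring turned it to 0.21, the only one of 18 alternatives with another direction.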

Further candidates were small nuclear ribonucleoprotein (snurp; Smp_069880), which we identified within the GO category “mRNA metabolic process”, and within the IPA network 2 of TRIKI data analysis.

As a representative gene, whose transcription was affected by all three inhibitor treatments, calmodulin-4 (Smp_032990) was selected for validation. It was additionally identified within the category binding of the GO analysis of the combined treatment data set.

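Its log2 ratio was −0.86 ± 0.50 (SD, n = 3, adjusted p = 0.166) with TRIKI, 1.53 ± 0.39 (SD, n = 3, adjusted p = 0.0371) with Herb A and 2.54 ± 1.05 (SD, n = 3, adjusted p = 0.0222) with H+T. The call for H+T was lost in 10 of 19 alternatives, among them the fit without H+T replicate 2 (adjusted p = 0.197, range 0 to 0.387). An antisense probe of the gene was at least 1.34-fold higher with H+T and was not well above background in the TRIKI arrays.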

For the validation of the microarray data following TRIKI-treatment the genes coding for SmTβRI, SmActRIIb, a protein similar to fs800, a predicted eggshell precursor protein, and Na/K-pump were finally selected as candidates for enhanced transcription (Fig. 4A). Calmodulin-4, tetraspanin 18, SmSmad 4, and a snurp were chosen as representatives of transcriptionally repressed genes (Fig. 4B). In contrast to SmTβRI, SmActRIIb, Na/K-pump, and snurp the results of qPCR and microarray analyses correlated well for all other genes. The different results of the qPCR of both receptors, the Na/K pump, and snurp may be explained by biological variance between worm batches and/or by cross-hybridization. Contradictory results of qPCR and microarray for a small fraction of false-positive genes have already been documented in the literature [43]. 

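The 3 TRIKI replicates of the Na/K-pump (Smp_015020) had log2 ratios of 0.40, 0.18 and 0.36.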

Because of the high standard deviations of the microarray log_2_ratio-values, the contradictory results of qPCR and microarray for the Na/K-pump suggested that this gene might belong to the false-positive genes predicted by SAM. Due to the biological variance of the used worm batches, the calculated correlation coefficient according to Spearman was not significant comparing all qPCRs and the corresponding microarray data directly.

**Figure 4:**
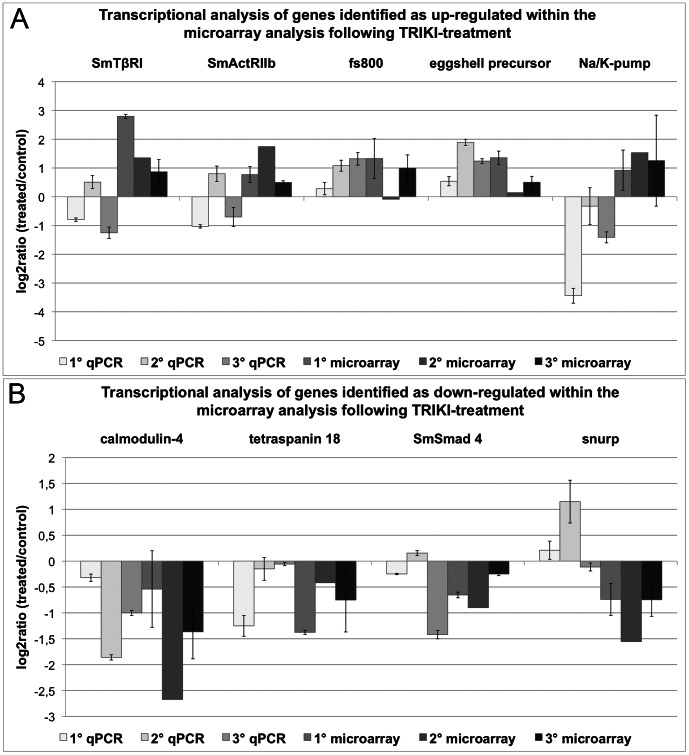
Comparison of qPCR and microarray results following TRIKI-treatment. Transcriptional changes from the TRIKI-treatment of adult schistosome females detected in qPCR and microarray data were calculated as log_2_ratios (treated/control). The investigated genes were SmTβRI, SmActRIIb, a protein similar to fs800, eggshell precursor, and Na/K-pump as representative for enhanced transcription within the microarray data set (A). The selected genes representing the set of genes with repressed transcription within the microarray data set (B) were calmodulin-4, tetraspanin 18, SmSmad 4, and snurp. For each method three biological replicas were used, each with two technical replicas for the microarray analysis (except microarray 2) and three technical replicas for the qPCR. The mean of the technical replicas was calculated and is presented with standard deviations.

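Taken replicate by replicate in the order 1 to 3, the log2 ratios with Herb A were 0.51, 0.19 and 0.33 for SmActRIIb. They were 1.97, 1.23 and 1.39 for calmodulin-4 and 1.95, 3.76 and 3.87 for hsp70 (Smp_106930).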

For the validation of the microarray data following Herb A-treatment the genes coding for SmActRIIb, calmodulin-4 and hsp70 were chosen as representatives for enhanced transcription (Fig. 5A). Tetraspanin-1, SmSmad4 and Smp48 showed a repressed transcription in the microarray data (Fig. 5B). 

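The log2 ratios of the 3 Herb A replicates were −1.16, −1.34 and −1.28 for tetraspanin-1 and −0.47, −0.63 and −0.74 for SmSmad4.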

The results of both analyses correlated well for calmodulin-4, hsp70, tetraspanin-1, SmSmad 4 and Smp48. The qPCR result obtained for SmActRIIb was contradictory to that of the microarray, which may have resulted from biological variations of the used worm batches. Nevertheless, the results obtained for these genes with both analyses significant correlated according to Spearman's Correlations Coefficient (r_s_ = 0.886).

**Figure 5:**
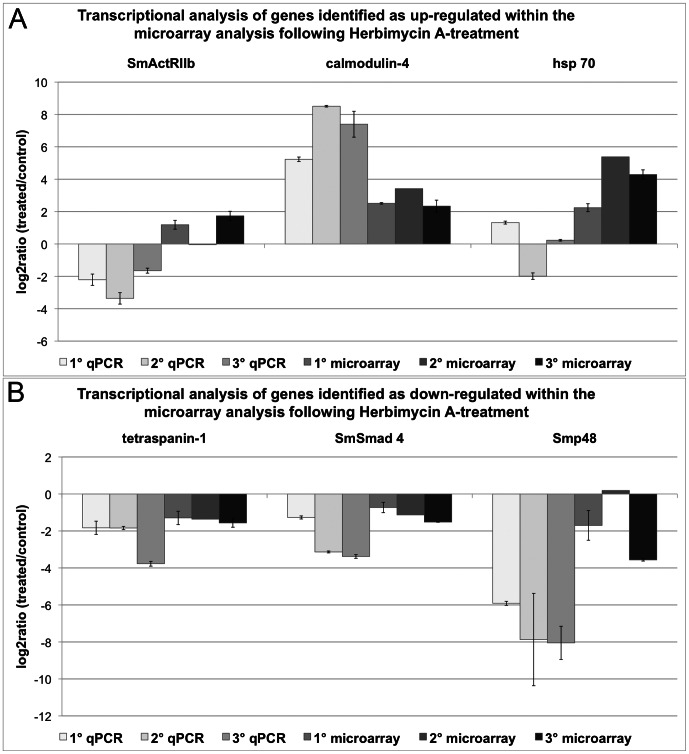
Comparison of qPCR and microarray results following Herbimycin A-treatment. Transcriptional changes from the Herb A-treatment of adult schistosome females detected in qPCR and microarray data were calculated as log_2_ratios (treated/control). According to the microarray analysis SmActRIIb, calmodulin-4, and hsp70 showed enhanced transcription (A), whereas tetraspanin-1, SmSmad 4, and Smp48 were detected as transcriptionally repressed (B). For each method three biological replicas were used, each with two technical replicas for the microarray analysis (except microarray 2) and three technical replicas for the qPCR. The mean of the technical replicas was calculated and is presented with standard deviations.

The validation of the microarray data of females treated with both inhibitors included the transcriptionally enhanced genes calmodulin-4 and hsp70 (see Fig. 6A). A repressed transcription was detected for the genes coding for a protein similar to fs800, the eggshell precursor protein, tetraspanin 1, SmTYR1 and cathepsin S (Fig. 6B). An increase of transcript levels was confirmed for calmodulin-4 and for hsp70, at least in one qPCR experiment. The identified reduction of transcripts was confirmed for tetraspanin 1, SmTYR1, and cathepsin S. For the gene similar to fs800 an increased transcript level was shown for two biological replicas by qPCR, but for the third qPCR replica and the microarray data a reduction of transcripts was determined. Both results correlated significantly according to Spearman's Correlations Coefficient (r_s_ = 0.7234).

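The ratios computed here were set against the qPCR values of the combined treatment, which the supplementary tables give for 7 genes per replicate. Over 20 pairs of gene and replicate, Spearman's coefficient was 0.449 (permutation test, two-sided p = 0.0482), and 15 pairs had the same sign. With the paper's own microarray column, 21 pairs gave 0.468 (permutation test, p = 0.0334). Over the means of the 7 genes, the ratios computed here gave 0.679 (exact permutation test, n = 7, p = 0.110) and the paper's column 0.607. Adjusted over the 3 tests, p was 0.0723, 0.0723 and 0.110. Replicate by replicate the coefficient was 0.371, 0.929 and 0.5. Pairs of the same gene are not independent, and genes are not independent replicates.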

**Figure 6:**
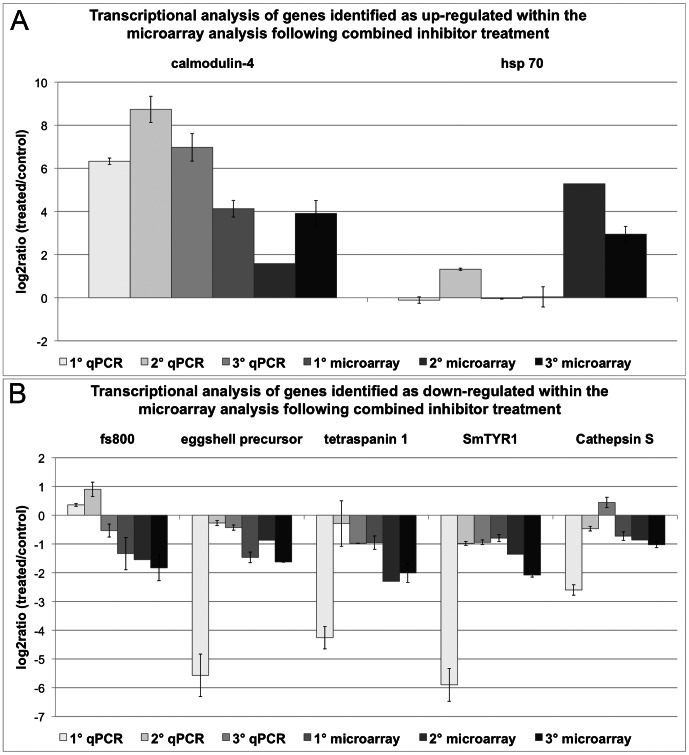
Comparison of qPCR and microarray results following the combined inhibitor treatment. Transcriptional changes from the simultaneous TRIKI- and Herb A-treatment of adult schistosome females detected in qPCR and microarray data were calculated as log_2_ratios (treated/control). The investigated genes with enhanced transcription, as determined by microarray analysis, were calmodulin-4 and hsp70 (A), the genes with repressed transcription comprised a gene similar to fs800, an eggshell precursor protein, tetraspanin 1, SmTYR1, and cathepsin S (B). For each method three biological replicas were used, each with two technical replicas for the microarray analysis (except microarray 2) and three technical replicas for the qPCR. The mean of the technical replicas was calculated and is presented with standard deviations.

### Transcriptional analyses of selected genes involved in eggshell-formation following inhibitor treatments

During the study we obtained multiple evidence for inhibitor-induced differential transcription of different genes with known function in eggshell formation. In light of this and of previous evidence of a strong negative effect of Herb A as well as a moderate negative effect of TRIKI on egg production [11], functional qPCR experiments were performed focusing on the analysis of a variety of candidates for protein-coding genes involved in this decisive step of the schistosome life cycle. The selected genes were the two well-characterized eggshell precursor protein Smp14 (Smp_131110.x; [44]) and Smp48 (Smp_014610; [40]) as well as a predicted eggshell precursor protein (Smp_000430), which is still uncharacterized. Furthermore, we included the eggshell protein cross-linker SmTYR1 (Smp_050270; [41]) and the eggshell component, which was identified as similar to fs800 (Smp_000270; [39]) into this analysis. Towards this end paired female schistosomes were cultured *in vitro* under the same conditions as before for the microarray approaches to obtain a comparable basis for the transcriptional analyses. For this analysis the microarray data were used independent of their significance values.

All three inhibitor treatments influenced the transcription of all genes selected (Fig. 7). In the majority of cases TRIKI-treatment resulted in an increase of transcript levels, which corresponded to the available microarray data. 

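Besides the precursor and the fs800-like gene, log2 ratios in TRIKI-treated females were 0.17 ± 0.68 (SD, n = 3, adjusted p = 0.749) for Smp14, −0.16 ± 0.42 (SD, n = 3, adjusted p = 0.711) for Smp48 and 0.12 ± 0.34 (SD, n = 3) for SmTYR1. All 3 lie within the spread of their replicates. Leaving out TRIKI replicate 1 gave −0.22 for Smp14 and −0.07 for SmTYR1. Smp48 became positive with median centring (0.07) and without TRIKI replicate 2 (0.08).

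**Figure D2:**
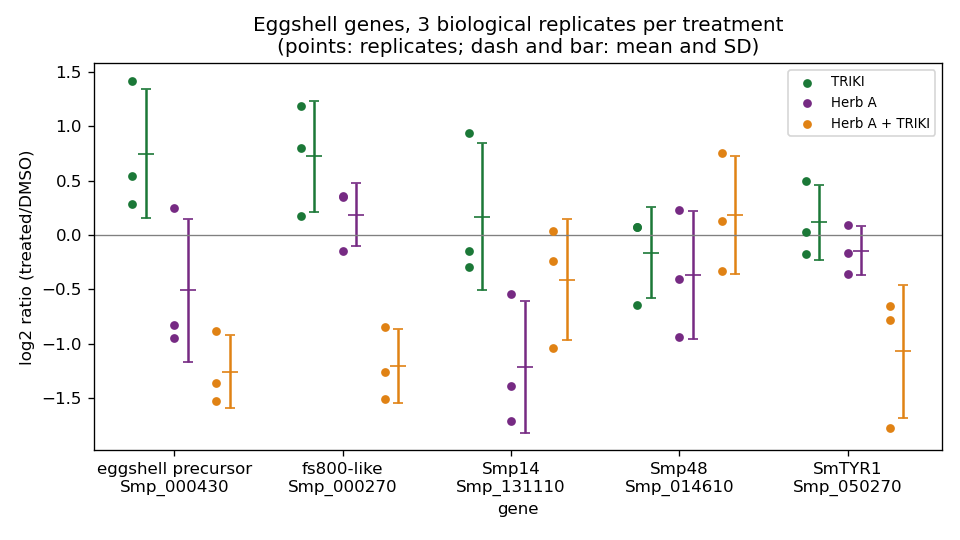
Log2 ratios (treated/control) of 5 eggshell genes in each of the 3 treatments. Points are the 3 biological replicates and bars their mean with SD. Values of the precursor and the fs800-like gene with H+T lie below 0 in all replicates, while those of Smp48 lie on both sides of 0 in every treatment.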

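Probes for Smp14 (Smp_131110) and Smp48 (the latter labelled antisense) met the detection criterion used here in all 3 treatments.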

Due to the filtering criteria, the microarray data for Smp14 and Smp48 were not present within the microarray data sets although representative oligonucleotide probes existed. In contrast, SmTYR1 passed filtering during microarray data processing, but the transcriptional changes were not detected to be significant. 

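The adjusted p of SmTYR1 was 0.757 with TRIKI and 0.742 with Herb A.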

Significant transcriptional changes were observed by microarrays for the gene similar to fs800 and the eggshell precursor protein following TRIKI-treatment.

**Figure 7:**
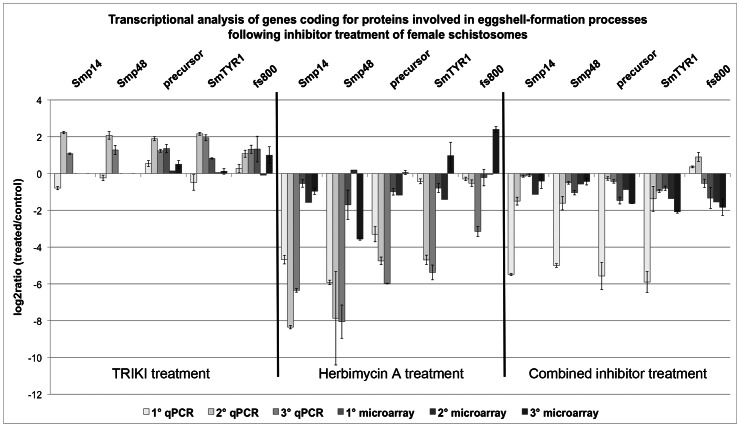
Comparison of qPCR and microarray results of genes involved in eggshell-formation processes. Summary of the log_2_ratio (treated/control) obtained by qPCR and microarray analyses of genes coding for proteins proven or hypothesised to be involved eggshell-formation processes following treatment of paired female schistosomes with either 300 nM TRIKI, 4.5 µM Herb A, or the combination of both inhibitors. The investigated genes were the eggshell precursor proteins Smp14 and Smp48 as well as a predicted eggshell precursor protein (precursor), the tyrosinase 1 (SmTYR1), and a gene similar to fs800. For each method three biological replicas were used, each with two technical replicas for the microarray analysis (except microarray 2) and three technical replicas for the qPCR. The mean of the technical replicas was calculated and is presented with standard deviations.

For Herb A-treated worms, a reduction of the transcripts of all genes was found by qPCR and this effect was stronger, when compared with the transcriptional changes of the combined inhibitor treatment. Furthermore, the reduced transcription of the qPCR-validated genes in Herb A-treated worms was in accordance with the findings of the microarray analysis. Here a repressed transcription was also determined for Smp14, the eggshell precursor protein, and at least for two biological replicas for SmTYR1 and the protein similar to fs800. 

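With Herb A, Smp14 fell by 1.21 ± 0.61 (SD, n = 3, adjusted p = 0.0510), with treated signal saturated on 2 of 5 arrays. The eggshell precursor protein had a log2 ratio of −0.51 ± 0.66 (SD, n = 3, adjusted p = 0.307), with replicates at −0.95, −0.83 and 0.25. SmTYR1 stood at −0.14 ± 0.23 (SD, n = 3), below 0 in replicates 1 and 2. The fs800-like gene stood at 0.18 ± 0.29 (SD, n = 3, adjusted p = 0.633), below 0 in replicate 1. Control signals of SmTYR1 and of the fs800-like gene were well above background on 2 of 5 arrays each, and treated signals on 3 and 4. Median centring brought the precursor to 0.16 and SmTYR1 to 0.000367.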

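In the order of the replicates, the log2 ratios of Smp48 with Herb A were −0.40, 0.23 and −0.94.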

The repressed transcription of Smp48 was the only significant transcriptional change within the microarray analysis, although the second replica showed a log_2_ratio of nearly 0.

The combined treatment, finally, led to a repressed transcription of all genes in both analyses, except two biological replicas used for the qPCR analysis for the fs800 gene. Although the tendency of down-regulation of the transcription of the selected genes corresponded well with the results obtained for Herb A-treated females, the effect of the combined treatment was found to be not as strong. Here, the detected decrease of transcripts was significant for the eggshell precursor protein, SmTYR1 and the gene similar to fs800 in the microarray analysis.

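With H+T the adjusted p was 0.0600 for the eggshell precursor protein, 0.0506 for SmTYR1 and 0.0319 for the fs800-like gene, all above 0.03. When only probes well above background were tested, SmTYR1 (adjusted p = 0.0299, range over the alternatives 0.000436 to 1.00) and the fs800-like gene (adjusted p = 0.0184, range 0.000464 to 1.00) passed. A probe of tyrosinase 2 (Smp_013540), which the paper's text does not name, had a log2 ratio of −1.09 ± 0.33 (SD, n = 3, adjusted p = 0.0314). Smp14 had −0.41 ± 0.56 (SD, n = 3, adjusted p = 0.597), with treated and control signals saturated on 3 of 5 arrays. Smp48 had 0.19 ± 0.54 (SD, n = 3, adjusted p = 0.825), and −0.10 without H+T replicate 3.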

In summary, the results confirmed a strong influence of the used inhibitors on transcriptional regulation of chosen genes involved in eggshell-formation processes. Furthermore, the data demonstrated a stronger effect of Herb A compared to TRIKI, which was in accordance with the observation of the physiological effects reported before [11]. Thus the results of our study provide the first molecular evidence that transcriptional regulation of genes involved in eggshell-formation processes is under the control of Src- and TβRI-containing signaling pathways.

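Herb A and TRIKI were compared directly for the 5 eggshell genes. The difference in log2 ratio, Herb A minus TRIKI, was −1.26 (adjusted p = 0.213) for the eggshell precursor protein and −1.38 (adjusted p = 0.217) for Smp14. It was −0.54 (adjusted p = 0.408) for the fs800-like gene, −0.26 (adjusted p = 0.714) for SmTYR1 and −0.21 (adjusted p = 0.818) for Smp48. The 5 differences are below 0, and none passed the threshold in limma.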

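The difference between H+T and TRIKI, in the same model, was −2.0 (adjusted p = 0.0512) for the eggshell precursor protein and −1.93 (adjusted p = 0.0427) for the fs800-like gene. It was −1.18 (adjusted p = 0.0736) for SmTYR1, −0.58 (adjusted p = 0.448) for Smp14 and 0.35 (adjusted p = 0.602) for Smp48, whose probe is labelled antisense. H+T minus Herb A was −0.75 (adjusted p = 0.374) for the precursor, −1.39 (adjusted p = 0.0660) for the fs800-like gene, −0.93 (adjusted p = 0.179) for SmTYR1, 0.80 (adjusted p = 0.393) for Smp14 and 0.55 (adjusted p = 0.493) for Smp48. The Smp14 signal was saturated in treated and control worms on 3 of 5 H+T arrays. It was saturated in treated worms on 2 of 5 Herb A arrays, so that none of the differences of Smp14 can be read as exact. From reduced transcript levels with Herb A, increased levels with TRIKI and reduced levels with both, measured by qPCR and microarray, the paper concludes that Src- and TβRI-containing pathways control the transcription of eggshell genes. It reasons that values of the combined treatment lie between those of the single treatments with a bias towards Herb A, and proposes that the pathways have opposing effects.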

### Calcium-associated genes are transcribed in the reproductive system

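Hippocalcin (Smp_085650) had a log2 ratio of −0.56 ± 0.29 (SD, n = 3) with TRIKI and 0.47 ± 0.15 (SD, n = 3, adjusted p = 0.0441) with Herb A. With median centring its TRIKI value was 0.37. ORAI-1 (Smp_076650) had log2 ratios of −0.87 ± 0.41 (SD, n = 3, adjusted p = 0.0997) with TRIKI and −0.70 ± 0.67 (SD, n = 3, adjusted p = 0.146) with Herb A. For TRIKI it too changed direction with median centring, to 0.11.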

One additional finding of this study was that a number of genes with predicted calcium-associated functions were among those found to be differentially regulated (see also Supplementary Figure S1B). To provide evidence for their potential contribution to egg production processes we performed localization studies investigating the tissue-specific transcription of candidate genes (Fig. 8). By *in situ* hybridization experiments, transcripts of hippocalcin, a neuronal calcium sensor [45], [46], were detected within the ovary, in the vitellarium and around the ootype (Fig. 8 A, B), where according to classical literature the Mehlis' gland is located [47]–[49]. Transcripts of the potential calcium-influx channel protein ORAI-1 [50] were found to be expressed in ovary and vitellarium of the female and testes of the male (Fig. 8 D, E). Transcripts of the predicted eggshell precursor protein gene were detected within the vitellarium (Fig. 8 G). This was expected with respect to previous findings of the expression of similar genes such as p14 [44], which was used in our study as positive control (data not shown). Additionally, signals of the predicted eggshell precursor protein gene were also observed in the ovary (Fig. 8 H), which was unexpected with regard to p14 that is predominately expressed in the vitellarium. Finally, calmodulin-4 transcripts were observed within the vitelloduct and around the ootype (Fig. 8 J). In this case, the gene prediction indicated a small gene with the consequence that the probe used was relatively short compared to others normally used for this technique. Thus we cannot exclude being close to the detection limit in this case and that calmodulin-4 may be also transcribed in other organs. Furthermore, evidence for the presence of antisense transcripts of hippocalcin (Fig. 8 C) and calmodulin-4 (Fig. 8 L) was found since signals were obtained with sense RNAs in the same tissues. To confirm these transcription patterns, organ-specific RT-PCRs were performed (Supplementary Figure S2) with template RNA of purified testes and ovaries obtained by a novel method for the isolation and enrichment of ovaries and testes [Hahnel et al., submitted]. The results obtained confirmed and complemented the *in situ* findings providing additional evidence for two splice forms of ORAI-1 in testes and ovaries as well as calmodulin-4 transcription in testes.

**Figure 8:**
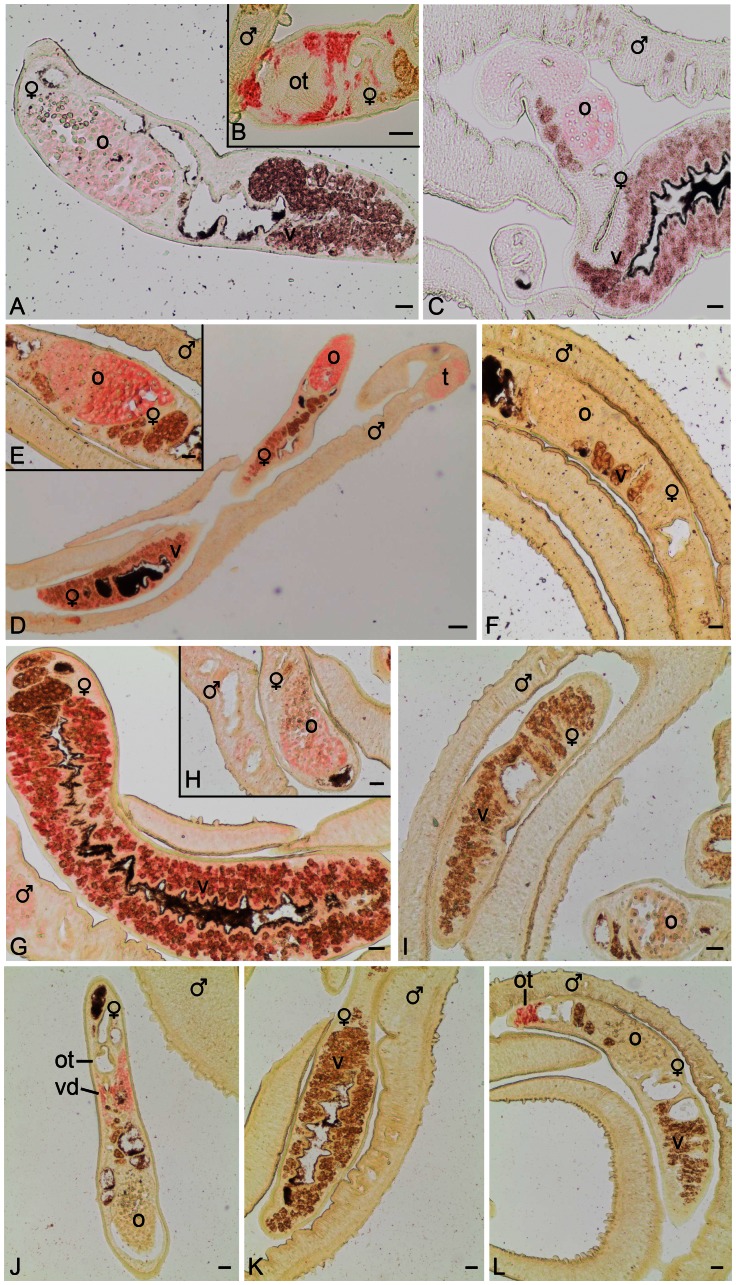
*In situ* hybridization localizing the schistosome homologs of hippocalcin, ORAI-1, a predicted egg-shell precursor protein gene, and calmodulin-4. Sections (5 µm) of adult schistosome couples (males and females are indicated), were hybridized with DIG-labeled antisense-RNA probes of hippocalcin (A, B), ORAI-1 (D, E), eggshell precursor protein gene (G, H), and calmodulin-4 (J, K). For control, DIG-labeled sense-RNAs probes of hippocalcin (C), ORAI-1 (F), eggshell precursor protein gene (I), and calmodulin-4 (L) were used. Signals were observed in the ovary (o), the vitellarium (v), around the ootype (ot) where Mehli's gland is located, and the testes (t). Scale bar: 20 µm.

## Discussion

Inhibitor experiments in previous studies and in this study have indicated that Src kinase- and TβRI-containing pathways influence mitotic activity and egg production in paired schistosome females [11], [29], and that SmTK3 [29], [34] and SmTβRI are targets of Herb A or TRIKI, respectively. Furthermore, a yeast-two-hybrid (Y2H) cDNA-library screening and subsequent qualitative and quantitative analyses identifying and characterizing binding partners acting “downstream” of SmTK3 detected besides others a homolog of the BAF60 subunit of the SWI/SNF complex (SmBAF60) and a diaphanous homolog (SmDia) as the strongest interacting partners [51]. The SWI/SNF complex is involved in chromatin-remodeling activities, DNA-damage responses, transcriptional activation, sliding of nucleosomes, and alteration of histone-DNA contacts [52]. Diaphanous proteins belong to the big group of formin-homology proteins known to play roles in actin-mediated processes controlling cell and tissue architecture, cell-cell interactions, gastrulation, and cytokinesis [53].

To detect genes being controlled by SmTK3- and SmTβRI-containing pathways, presumably playing roles for reproductive processes in adult schistosomes, microarray analyses were performed with RNA of inhibitor-treated paired females as template. A number of genes were detected to be differentially transcribed by individual inhibitors as well as their combination. Among these was a minor amount of antisense RNAs. Besides the possibility that some of these could have protein-coding function, the majority of these RNAs belong to the big group of non-coding RNAs (ncRNAs), and their detection, especially during transcriptome analyzes, has opened a new research field since evidence has accumulated that ncRNAs may have regulatory functions [54]. After first evidence for the occurrence of antisense RNAs in the *S. mansoni* genome was obtained [36], a recently performed detailed analysis estimated that around ≥10% of the transcribed genome may represent non-coding RNAs [37]. According to comparative life-stage analyses, differences in the transcription of schistosome ncRNAs were found indicating their potential roles in diverse biological and physiological processes. Thus it was no surprise to find a fraction of antisense RNAs also in our analysis as being differentially transcribed following treatment with individual or both inhibitors. Among these, some may interfere with regulatory processes. As soon as more knowledge about this class of molecules exists in schistosomes, the findings of our studies may contribute in the future to unravel their function.

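How many probes a treatment changed, and in which order the treatments ranked, depended on the method. With every array entered, a coefficient for the dye and the biological replicate as random block (correlation 0.335, one value for all probes), limma called 2016 probes for TRIKI, 1795 for Herb A and 1368 for H+T. With the slide as random block it called 2672, 1894 and 1874. SAM also ranked TRIKI first, and Herb A came first in the model with a single value per biological replicate (381 against 47 for H+T and 0 for TRIKI, where 5496 had an unadjusted p under 0.05). With the log ratio of the scanner software TRIKI had 73 calls, Herb A 192 and H+T 13, and with the authors' log2 ratios 155, 559 and 2, so that TRIKI came before H+T. In that model the order did not hold either without Herb A replicate 2 (30 for Herb A, 33 for H+T), and with median centring limma called 0 for each treatment (6579, 2900 and 1270 at an unadjusted p under 0.05).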

The highest number of differentially transcribed genes with protein-coding function was detected for treatment with TRIKI compared to the other treatments. The same tendency was observed when intersections were generated between single treatments and combined treatment, again more genes were found to be differentially transcribed when TRIKI was used. Within the intersection of the individual inhibitor treatments (302 genes; Fig. 3), the majority of differentially transcribed genes were regulated in the same direction, a smaller part in the opposite direction. This indicates that genes within this intersection may be targets of both signaling pathways, which were previously hypothesised to cooperate during cell division and egg production processes [11]. The identity of genes found within this intersection indirectly support this assumption since genes well known for their role in mitosis such as e.g. the cell cycle check point protein rad 17, cyclin 1, or glypican (Supplementary Table S11) were found. 

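The checkpoint protein rad17 (Smp_163190) had a log2 ratio of 0.87 ± 0.36 (SD, n = 3, adjusted p = 0.185) with TRIKI and 0.68 ± 0.91 (SD, n = 3, adjusted p = 0.318) with Herb A. The probe that Supplementary Table S11 calls cyclin l (Smp_039670) had 0.49 ± 0.07 (SD, n = 3, adjusted p = 0.215) and 0.49 ± 0.68 (SD, n = 3, adjusted p = 0.249). A cyclin G probe (Smp_129360), which the paper's text does not name, had 0.40 ± 0.44 and 0.30 ± 0.59 (SD, n = 3 each), the latter −0.03 without Herb A replicate 1. Glypican (Smp_105200) had 0.40 ± 0.17 and 0.38 ± 0.27 (SD, n = 3 each).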

Unexpectedly, these genes were all found to be up-regulated by each inhibitor; this was not expected due to the previously observed inhibitory effect of Herb A and TRIKI on mitotic activity [11]. However, other genes contributing to mitosis regulation may have been negatively affected. Indeed, among the genes down-regulated by each inhibitor is a dynactin homolog (Supplementary Table S11). 

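Dynactin (Smp_033990) had log2 ratios of −1.11 ± 0.78 (SD, n = 3, adjusted p = 0.0842) with TRIKI and −0.77 ± 0.37 (SD, n = 3, adjusted p = 0.145) with Herb A, negative in all replicates of both.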

Dynactin is known to direct and coordinate the activities of the dynein motor, which is required for several cellular functions including cell division [55]. Indirect support for these conclusions comes from recent laser-microdissection microscopy (LMM) and oligonucleotide microarray analysis, which detected genes up-regulated two-fold or more in the gastrodermis, the ovary, the vitellarium, and the testes in *S. mansoni* and *S. japonicum* [56], [57]. Among these were rad 17 (ovary, vitellarium), cyclin 1 (ovary), glypican (ovary), and dynactin (ovary, vitellarium) as representatives of genes with elevated transcript levels indicating their functional relevance within the gonads.

Furthermore, an IPA analysis of the combined inhibitor treatment predicted that the c-myc protein might have been activated, since genes theoretically regulated by c-myc were differentially transcribed. Along the same line IPA predicted the protein p53 to be inhibited following Herb A treatment. Since c-myc is able to cause proliferation inhibition (mitoinhibition; [58]) its putative activation may have contributed to the previously observed reduction of mitotic activity following treatment with these inhibitors. Moreover, c-myc expression and p53 inactivation were described as two cell-cycle events regulated by Src during mitosis [59]. Detailed clarifications of these points will be the subject of further studies.

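For BAG1 (Smp_005900) the log2 ratio was 0.70 ± 0.20 (SD, n = 3, adjusted p = 0.121) with TRIKI and 0.44 ± 0.49 (SD, n = 3, adjusted p = 0.308) with Herb A.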

Interestingly, a homolog of Bcl2-associated athanogene (BAG1) was discovered as being up-regulated by each single inhibitor treatment. BAG1 binds to Bcl2, an oncogene inhibiting apoptosis, enhancing its anti-apoptotic effect. In this way BAG1 connects growth factor receptors with anti-apoptotic mechanisms [60]. Indeed, a recent publication provided first evidence that the proliferation of vitelline cells is independent of pairing, but their survival is male-dependent, being pairing-dependently controlled via apoptosis regulation [61], and LMM-microarray analysis showed enhanced Bcl2 transcript-levels in the ovary and the vitellarium [57]. Furthermore, it is noteworthy that a number of genes involved in calcium regulation were differentially regulated such as homologs of hippocalcin [45], [46], [62], [63], different calmodulins [55], or the calcium-influx channel protein ORAI-1 [50]. To provide further evidence for their role in reproduction localization studies were performed demonstrating that the schistosome homologs of hippocalcin, ORAI-1, the predicted eggshell precursor protein gene and calmodulin-4 were transcribed within the reproductive system. Hippocalcin belongs to the calmodulin superfamily and exerts putative sAHP (slow afterhyperpolarization) function in the brain of higher eukaryotes [46]. To our knowledge, there is no information available yet about homologs in invertebrates. Its particular transcription pattern in schistosomes indicates a function of hippocalcin in the ovary, the vitellarium, and within the Mehlis' gland which is known to contribute to egg formation [49]. Since in trematodes Mehlis' glands are connected to the nervous system as shown by the expression of neuropeptides within these glands in *S. mansoni* as well as *Fasciola hepatica* [64], [65], it is tempting to speculate that schistosome hippocalcin may among further functions represent another neuronal player contributing to neurophysiological processes during egg formation. A neurophysiological function was also shown for the calcium channel protein ORAI-1 of *D. melanogaster*, which is required for normal flight and associated patterns of rhythmic firing of the flight motoneurons [66]. In *C. elegans* ORAI-1 knockdown caused complete sterility confirming its essential role in calcium signaling in the gonads [67]. With respect to the localization data obtained in our study, this may apply also to schistosome ORAI-1.

Especially interesting was a calmodulin-4 homolog, which was (i) present in the GO enrichment analysis of Herb A/TRIKI double-treated worms, (ii) a member of the group of 18 genes representing differentially expressed transcripts detected by all three inhibitor approaches, and (iii) seemed to be a target of both pathways being up-regulated following Herb A treatment and down-regulated following TRIKI-treatment as confirmed by our qPCR results (see Figs. 4–6). 

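Compared directly, the log2 ratio of calmodulin-4 was 2.39 higher with Herb A than with TRIKI (adjusted p = 0.102) and 3.40 higher with H+T than with TRIKI (adjusted p = 0.0427). Between H+T and Herb A the difference was 1.01 (adjusted p = 0.344).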

Links of both pathways to calcium mobilisation and signaling exist. Besides its role as a regulator of the type I TGFβ receptors, the immunophilin FKBP12 regulates the functional state of calcium channel receptors by altering their conformation and coordinating multi-protein complex formation [68]. Among others, Src-kinase signaling can lead to calcium mobilisation contributing to oocyte maturation and fertilisation [69], [70]. A yet uncharacterized immunophilin was also among the 18 differentially transcribed genes identified by all three inhibitor approaches. 

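The probe of the immunophilin (Smp_004780) had a log2 ratio of 0.90 ± 0.73 (SD, n = 3, adjusted p = 0.326) with TRIKI, 3.15 ± 0.56 (SD, n = 3, adjusted p = 0.0181) with Herb A and 1.83 ± 1.72 (SD, n = 3, adjusted p = 0.126) with H+T. Its treated signal was saturated on 1 array with Herb A. The call for Herb A was lost in 7 of 18 alternatives, with adjusted p of 0.0829 without replicate 2 and 0.0788 without replicate 3 (range 0 to 0.305). With H+T the 3 replicates were 3.49, 1.95 and 0.05, and without the third the adjusted p was 0.0177 (range 0.0177 to 1.00).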

Although not in each case (ORAI1, no observed up-regulation in the gonads), the above mentioned LMM analysis revealed Ca^2+^-metabolism-associated genes such as hippocalcin (ovary, vitellarium) as transcriptionally enhanced [57]. This and the findings from our study suggest that calcium may also contribute to the physiological processes controlling egg production.

Besides the major intersection of the individual inhibitor treatments, the other intersections between the combined treatment and the individual treatments revealed further groups of genes (113/78; Fig. 3) being representatives of potential targets affected by either TGFβ (113; Fig. 3) or Src pathways (78; Fig. 3). This indicates that one pathway may have a more dominant effect. With few exceptions such as an (yet uncharacterized) eggshell precursor protein within the TRIKI/combined treatment intersection (113; Fig. 3), the majority of both intersections represented hypothetical proteins from *S. mansoni* (Supplementary Table S11), which may be novel, schistosome-specific targets of these pathways. The tendencies of transcriptional regulations between these two groups (113/78) were inversely correlated (group 113: 32%/68% regulated in the same/opposite direction, respectively; group 78: 72%/28% regulated in the same/opposite direction, respectively). We interpret this as another evidence for a stronger response to the inhibition of the Src-kinase containing pathway(s).

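Across probes tested in both treatments, Pearson's r of the mean log2 ratios was 0.344 for TRIKI and Herb A, −0.0308 for TRIKI and H+T and 0.210 for Herb A and H+T. Without Herb A replicate 1 the first was 0.196, and without H+T replicate 1 the last was 0.0457. The r of TRIKI and H+T was −0.315 without H+T replicate 1, 0.177 without its replicate 3, 0.0226 without its replicate 2, and 0.0889, −0.142 and −0.0543 without TRIKI replicates 1, 2 and 3. Genes are not independent replicates, and no p is given. When single replicates were paired, r of TRIKI and H+T ranged from −0.614 to 0.377 over 9 combinations, 4 of them below 0. For Herb A and H+T it ranged from −0.162 to 0.431, with 2 of 9 below 0, and the ranges overlap.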

A closer look on differentially transcribed genes following TRIKI-treatment revealed a lot of signaling molecules, which included members of the schistosome TGFβ pathway. All type I receptors of TGFβ superfamily were up-regulated by treatment with TRIKI, although only SmTβRI and SmBMPRI were significant for these data, in contrast to the SmActRI. Nevertheless, all three type I receptors showed enhanced transcription, which suggests feedback regulation. This is indirectly supported by the opposite regulation of follistatin, a regulator of TGFβ signaling [25]. It is part of the major overlap of the single inhibitor treatments, being up-regulated by TRIKI and down-regulated by Herb A (302; Fig. 3, Supplementary table S11). 

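Follistatin (Smp_123300) had a log2 ratio of 0.21 ± 0.14 (SD, n = 3, adjusted p = 0.232) with TRIKI and −0.26 ± 0.21 (SD, n = 3, adjusted p = 0.184) with Herb A, where its signal was well above background on 3 of 5 arrays in controls and on 0 of 5 in treated worms. Controls were at least 1.003-fold higher in that treatment. The difference, Herb A minus TRIKI, was −0.47 (adjusted p = 0.221).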

Beyond that SmSmad2 and SmSmad4 showed repressed transcription following individual TRIKI or Herb A treatments. The qPCR results indicated some additional influence by biological variability among the worm batches used affecting at least SmTβRI and SmActRI transcription, for which in one of three cases each the same regulatory tendency, as detected in the microarray data, was confirmed. LMM-microarray analysis showed enhanced transcript levels for SmSmad4 (ovary), but not for SmTβRI [56].

A recently published study investigated the transcriptome of adult schistosomes following stimulation with hTGFβ using the same microarray platform [27]. 

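Of the genes that Supplementary Table S12 lists for both hTGFβ and TRIKI, 73 had a tested probe. In 57 of them the TRIKI log2 ratio had the opposite sign to the listed hTGFβ value and in 16 the same sign, so that 78.1% were opposite.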

The comparison of the differential transcription of genes upon hTGFβ (∑ 381 genes) or TRIKI-treatment (∑ 1766) revealed 77 genes present in both analyses, of which 58 were regulated in the opposite direction (listed in Supplementary Table S12; Supplementary Figure S3). The higher overall number of differentially transcribed genes of the inhibitor treatment is probably caused by a lower stringency criterion in our study compared to the study of Oliveira et al. [27], in which only genes with a log_2_ratio value ≥|1| were analyzed. Finally, hTGFβ but not BMP7 was shown to be able to bind SmTβRI [26]. Assuming that hTGFβ is not able to activate other type I receptors of the TGFβ superfamily, which is indirectly supported by the identification of the ligands SmBMP [71] and SmInAct [13], the response may be specific leading to a narrow response window. Although previous experiments had shown that TRIKI acts specifically in comparison with others inhibitors (like those of the BMP pathway; [72]), it is nonetheless able to inhibit also TGF-β RII, p38 MAPK, or mixed lineage kinase-7 [73], [74]. Since only homologs of TGFβ RII and p38 MAPK exist in *S. mansoni*, and since inhibiting these would require 10–15 times higher TRIKI concentrations, we expected no alternate target effects. However, we cannot exclude effects on yet unknown targets in schistosomes. Of the 77 genes present in both analyses, 19 genes showed the same regulation pattern. This could be explained by the different sources of RNA used in both studies; whereas in our study RNA of paired females was used, RNA obtained from parasite couples was used in the other study [27]. Since the TGFβ pathway may fulfil different functions in both genders, the regulation of transcription affected by stimulation with hTGFβ can be expected to be different between and within the genders. This could lead to a bias in the transcriptome analyses, which would not be present if both analyses were done with RNA obtained from the same source, e.g. paired females only. Nevertheless, by comparing differentially transcribed genes detected in both treatments, the majority (75%) of genes were found to be affected in the opposite direction, which is in line with the expected outcome of these inversely correlating approaches (correlation of r_s_ = −0,259) (Supplementary Figure S3). 

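Spearman's coefficient between the listed hTGFβ values and the TRIKI log2 ratios was −0.165 over the 73 genes (permutation test, two-sided p = 0.163). By TRIKI replicate it was 0.0357, −0.364 and −0.277. It was −0.358 without replicate 1 and −0.0128 without replicate 2. The permutation p was 0.00206 without replicate 1 and 0.913 without replicate 2. It was 0.0437 without background correction (coefficient −0.238), 0.0238 with the scanner software's log ratios (−0.266), 0.0244 with the authors' log2 ratios (−0.263) and 0.0225 with probes well above background only (−0.323). It was 0.0893 with all 18 arrays, 0.169 with median centring, 0.150 with no filter and 0.264 without replicate 3. Genes are not independent replicates.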

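In all 77 genes common to the hTGFβ and TRIKI lists, 51 of the 53 repressed by hTGFβ had a positive TRIKI log2 ratio, and 10 of the 24 enhanced by hTGFβ a negative one. Opposite signs in 61 of 77 compare with 48.5 for independent signs of the same totals (Fisher's exact test, two-sided p = 7.72e-05, across genes, which are not independent). Within genes enhanced by hTGFβ the coefficient between both values was −0.0983, and within those repressed it was −0.0776.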

The analysis indicated that more genes were transcriptionally repressed than enhanced by hTGFβ, while more genes were enhanced than repressed by TRIKI such as the eggshell protein gene similar to fs800 (Smp_000270; [39]). Herb A-treatment influenced the transcription of different members of the schistosome TGFβ pathway, although not all were significant as defined by our criteria. The homolog of the SmActRIIb belonging to the TGFβ superfamily as well as the SmSmad4 homolog showed the same regulation as observed by TRIKI-treatment (for both homologs a significant influence on the transcription was detected). With respect to the hypothesised pathway cooperation, these findings supportively complement the TRIKI data. Additional support for pathway cooperation was obtained by the Y2H approach identifying SmTK3-interacting molecules, which besides SmBAF60 and SmDia identified a Smad 2/3 homolog as binding partner [51]. SRC/Smad binding during TGFβ-cooperative pathway activities was also found in other cellular systems [75].

The importance of both pathways for egg production in schistosomes was finally confirmed by qPCR experiments focusing on the question whether genes with proven and hypothesised functions for egg formation are influenced in their transcription by these inhibitors. This analysis also included genes from the microarray analysis not high-lighted as significant according to our criteria, such as Smp14. Nonetheless, the qPCR results confirmed enhanced transcription of all genes following TRIKI-treatment, supporting the evidence of a negative influence of the TGFβ pathway on transcription of these genes. This finding was not expected due to the results of a former study, which indicated a slight decrease of egg production upon TRIKI-treatment [11]. However, eggshell formation is a highly complex process and depends on many genes, of which some -yet unknown and/or not represented by this analysis- may be negatively affected by TRIKI-treatment leading to the observed slight decrease in egg numbers. The complexity of egg production-associated processes was also demonstrated by a recent study, in which a direct link between egg production and the mitochondrial oxygen consumption was presented [76]. One of the crucial steps during this process seems to be fatty acid β-oxidation, which is initially catalysed within the mitochondria by acyl CoA dehydrogenase (SmACAD). 

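The SmACAD probe (Smp_122930) had a log2 ratio of −1.14 ± 0.18 (SD, n = 3, adjusted p = 0.00202) with Herb A. The call failed in 2 of 18 alternatives, at adjusted p of 0.478 with median centring and 0.246 with treated and control signals taken as unpaired samples, in a range of 2.66e-06 to 0.478. With TRIKI the ratio was 0.30 ± 0.08 (SD, n = 3, adjusted p = 0.113), and the difference Herb A minus TRIKI was −1.44 (adjusted p = 0.0192). It passed without Herb A replicate 1 and when only probes well above background were tested. With the replicate number as a block it did not (adjusted p = 0.0370). No probe passed for this difference without TRIKI replicate 2 or 3 or Herb A replicate 2, with median centring or with the authors' log2 ratios.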

Within the microarray data obtained for Herb A-treatment, SmACAD transcription was significantly repressed. Since the decreased SmACAD activity was shown to be associated with a decrease of egg production [76], and since SmACAD transcription was negatively influenced by Herb A, we conclude that this gene is also under the control of (a) Src kinase pathway(s). Furthermore, Herb A treatment led to a strong negative effect on the transcription of the genes involved in eggshell formation, which perfectly correlated to the previous finding of a remarkably reduced number of eggs after treatment with this inhibitor. Although the decrease of Smp14 transcription was in contrast to Northern blot data from an elder study [29], which may have been caused by biological (batch) variation, the more sensitive qPCR data obtained here corresponded to the microarray data. Furthermore, all other analyzed genes exhibited the same tendency of transcription regulation. This was also observed following the combined inhibitor treatment. 

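As a measure of how the combined treatment relates to both single treatments over 14126 probes, mean log2 ratios of H+T were regressed on those of TRIKI and Herb A together. The coefficient was −0.0990 for TRIKI and 0.230 for Herb A. The latter was 0.0757 with the scanner software's log ratios and 0.0834 with the authors' log2 ratios. That for TRIKI was −0.356, −0.0431 and 0.105 without H+T replicates 1, 2 and 3, 0.0347 and −0.235 without TRIKI replicates 1 and 2, and −0.0489 without Herb A replicate 1, where that for Herb A was 0.138. With 1 replicate of each treatment at a time, over 27 combinations, they ranged from −0.644 to 0.534 and from −0.136 to 0.444, and both ranges include 0.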

Here, down-regulation of all studied genes was detected, however, it was not as strong as determined for worms treated exclusively with Herb A. From this we conclude that the transcriptional values determined for the combined inhibitor treatment represent an average of the values of both single-inhibitor treatment approaches, which revealed contrary transcription values with a bias towards the Herb A effect. This supports the view of cooperating pathways, but suggests opposing effects of SmTβRI and Src kinase pathways regulating egg production in a balanced way. Concerning the investigated eggshell-forming genes, the influence of both pathways was not equal, since the effect of Herb A dominated that of TRIKI (Fig. 9), which corresponded of the physiological data obtained previously [11]. Although not directly compared in one qPCR experiment, the same tendency was also observed for calmodulin-4 transcription upon treatment with Herb A (strong up-regulation), or TRIKI (weak down-regulation), or both inhibitors (up-regulation). Thus calmodulin-4 may represent another target molecule of the cooperative pathway activity.

**Figure 9:**
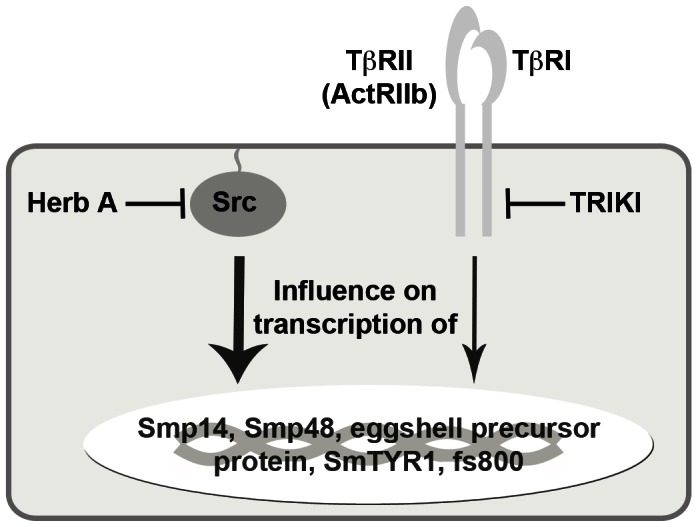
Visual model of the inhibitor effects on transcription of genes involved in eggshell-formation. The inhibition of Src kinases targeted by Herb A and TβRI by TRIKI revealed an influence of both inhibitors on the transcription of genes known to play roles in eggshell formation such as Smp14, Smp48, eggshell precursor protein, SmTYR1 and fs800. Compared to TRIKI treatment, however, a stronger effect on transcription was observed when adult schistosome couples were treated with Herb A. From this we conclude cooperative signal- transduction activities during eggshell-formation with a more dominant role of Src kinases in promoting the expression of involved genes.

The findings presented in this study extend our knowledge on mechanisms controlling reproduction in schistosomes, which is an important, but not yet understood process against the background of understanding basic principles leading to female maturation and egg production in schistosomes and other trematodes. For the first time it is shown that the cooperative actions of TβRI and Src kinase-containing pathways are involved in the control of egg formation, a process not only essential for schistosome life-cycling, but also for the pathological consequences of the disease. In light of the necessity to find alternatives to Praziquantel, the only drug applied worldwide to fight schistosomiasis [77], our findings may also open novel perspectives for alternative concepts to interfere with the transmission of schistosomes by negatively influencing egg production thus interrupting the parasite life cycle. Here kinases have already suggested their potential as targets by *in vitro* experiments [78].

## Materials and Methods

### Parasite stock

A Liberian isolate of *Schistosoma mansoni* was maintained in the intermediate host *Biomphalaria glabrata*, and Syrian hamsters (*Mesocricetus auratus*) as final host [79], [80]. 42 days post infection adult worms were obtained by hepatoportal perfusion.

All animal experiments have been done in accordance with the European Convention for the Protection of Vertebrate Animals used for experimental and other scientific purposes (ETS No 123; revised Appendix A) and have been approved by the Regional Council (Regierungspraesidium) Giessen (V54-19 c 20/15 c GI 18/10).

### *In vitro*-culture and inhibitor treatment of adult schistosomes

After perfusion with M199 medium (Gibco; including glucose, sodium bicarbonate, 4-(2-hydroxyethyl)-1-piperazineethane sulfonic acid), the worms were washed twice with this medium and subsequently cultured in M199 supplemented with FCS (Gibco; 10%), HEPES (Sigma; 1M, 1%), and antibiotic/antimycotic mixture (Sigma; 1%) at 37°C and 5% CO_2_, as described previously [33]. For inhibitor treatments, worm couples were left in culture for 2 days adapting to the *in vitro* environment to restore full egg production capacity [11], [29]. Both Herbimycin A (Herb A, Enzo Life Science; CAS: 70563-58-5; 1 mg/ml) and the TβRI kinase inhibitor (TRIKI, or LY-364947; purchased from Calbiochem; CAS: 396129-53-6; 5 mg/ml) were dissolved in dimethyl sulfoxide (DMSO). TRIKI (C_17_H_12_N_4_) is a pyrazole-based inhibitor (3-(pyridin-2-yl)-4-(4-quinonyl)-1H-pyrazole) with an IC_50_ value of 51 nM for human TβRI (Calbiochem; [73], [74]). It binds to the active site of the TβRI kinase domain and is less effective inhibiting TGF-β RII (IC_50_ = 400 nM), p38 MAPK (IC_50_ = 740 nM), or mixed lineage kinase-7 (MLK-7; IC_50_ = 1,400 nM).

For transcriptome studies the cultivation of adult schistosomes was done for 2 days with either 4.5 µM Herb A, 300 nM TRIKI, or the combination of both inhibitors (H+T) with the same concentrations. As control, worms were cultivated in medium containing DMSO. Medium and additives were refreshed daily. Pairing stability and vitality were checked each day. As vital and useful for further experiments we considered couples, whose males sucked with their ventral suckers to the Petri dish, while keeping the female within the gynaecophoric canal. Vital worms performed uniform, wave-like movements, showed regular gut peristaltic, and produced eggs. Separation of couples and/or failing of males to suck to the Petri dish, resting on the side and showing reduced wave-like movements were considered as signs of decreasing vitality. Such worms were removed from the dishes and not considered for further analyses.

Worms used for the experiments (treated and control samples likewise) were carefully separated by pipetting or using featherweight tweezers, immediately shock-frozen in liquid nitrogen, and stored at −80°C for further use.

### GVBD assays in *Xenopus* oocytes

To test whether TRIKI was able to inhibit SmTβRI (Smp_049760), its intracellular part was cloned into the expression vector pcDNA 3.1/V5-His B. To this end this region was amplified by PCR with cDNA as template and the primers TGFβRI_intra_*Bam*HI-5′ (5′-GGATCCTACTTCCTCTGGAGAAGGAAATC-3′) and TGFβRI_intra_*Eco*RV-3′ (5′-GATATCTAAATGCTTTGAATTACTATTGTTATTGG-3′). Both primers contained specific restriction sites (5′ primer *Bam*HI; 3′ primer *Eco*RV), which were used for directed cloning of the amplification product into the vector. The obtained wild type (wt) SmTβRI-pcDNA 3.1/V5-His construct was commercially sequenced (LGC Genomics, Berlin) to confirm the correct open reading frame (ORF). To convert wt SmTβRI into a constitutively active variant, the Ser and Thr residues of the GS motif (position 284–290) as well as the Thr (position 299) and Gln (position 303) were mutated into 7 Asp (SmTβRI^7D^) as described earlier [35]. For negative control, an inactive kinase variant was generated by exchanging Thr residues to Val, as well as by exchanging Ser and Gln residues to Ala (SmTβRI^VVAAAVV^). These mutations were done successively by site-directed mutagenesis, using the SmTβRI-pcDNA 3.1/V5-His wt construct as template (25 ng) and the following primers: TGFβRI_Mut-1(5D)-5′ (5′-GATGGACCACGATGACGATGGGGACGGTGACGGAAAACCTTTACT-3′) + TGFβRI_Mut-1(5D)-3′ (5′-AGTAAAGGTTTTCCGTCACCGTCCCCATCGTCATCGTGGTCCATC-3′); TGFβRI_Mut-2(7D)-5′ (5′-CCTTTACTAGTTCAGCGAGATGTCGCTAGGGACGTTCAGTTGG-3′) + TGFβRI_Mut-2(7D)-3′ (5′-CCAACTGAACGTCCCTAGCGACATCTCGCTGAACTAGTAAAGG-3′); TGFbRI_Mut-1(VVAAA)-5′ (5′-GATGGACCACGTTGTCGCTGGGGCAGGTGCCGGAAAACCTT-3′) + TGFβRI_Mut-1(VVAAA)-3′ (5′-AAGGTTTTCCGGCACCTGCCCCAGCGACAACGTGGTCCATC-3′); TGFβRI_Mut-2(VV)-5′ (5′-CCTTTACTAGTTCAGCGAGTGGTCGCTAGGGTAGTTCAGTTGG-3′) + TGFβRI_Mut-2(VV)-3′ (5′-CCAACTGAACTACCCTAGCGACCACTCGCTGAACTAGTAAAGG-3′). For PCR the proofreading *Pfu* DNA-Polymerase (Promega; 3 U/µl) was used followed by *Dpn*I digestion for 1 h at 37°C to digest remaining wt vector DNA [81]. Following bacteria transformation and plasmid-DNA isolation, sequencing confirmed the correct ORFs of the constructs. Subsequently, cRNA synthesis was done as previously described [32], and 60 ng each used for microinjection into *Xenopus laevis* stage VI oocytes [31], [32]. The oocytes were cultured in ND96 medium at 19°C for 18 h. Germinal vesicle break down (GBVD), a witness of meiosis progression dependent on kinase activity [30], is characterized by the development of a white spot at the animal pole of the oocyte. As a positive control for GVBD, oocytes were stimulated with progesterone. As negative controls, non-injected oocytes as well as oocytes transfected with the inactive kinase variant SmTβRI^VVAAAVV^ were used. For inhibitor studies, oocytes were cultured in ND96 medium supplemented with different concentrations of TRIKI (3 nM, 30 nM, and 300 nM) for 18 h.

### RNA extraction and microarray experiments

RNA from inhibitor-treated or from control females was isolated using Trizol reagent (Invitrogen). Subsequently, a DNAse digestion was done with the RNAeasy kit (Qiagen) according to the manufacturer's manual. The quality of the isolated RNA was determined using Bioanalyzer microfluidic electrophoresis (Agilent Technologies).

For microarray experiments a *S. mansoni* custom-designed oligonucleotide platform (60-mers) was used, with approximately 44,000 probes representing nearly the complete *S. mansoni* transcriptome based on available cDNA sequence data from *S. mansoni* and *S. japonicum*. This platform was produced by Agilent Technologies (described in [36], and all associated information (probes, annotation) is available at Gene Expression Omnibus (GEO) under the accession number GPL8606.

From each sample of the three inhibitor treatments, 300 ng RNA were used for cDNA amplification followed by Cy3 and Cy5 labelling during *in vitro* transcription using the Quick Amp Labelling Kit, two colors (Agilent Technologies). Labelling included a dye-swap approach as an internal technical replica for each sample. Thus, six microarray hybridizations were performed per inhibitor treatment and corresponding controls, including two technical replicas for each of the three biological replicas. For hybridization, 825 ng cRNA of each labelled inhibitor sample were used and combined with a control sample labelled with the opposite dye.

Hybridization was done at 65°C for 17 h with rotation. The slides were washed and scanned with the Gene Pix 4000B Scanner (Molecular Devices) according to the Agilent manual. The obtained raw data were extracted using Feature Extraction software (Agilent Technologies) and are available under GEO study number GSE39732. For subsequent analyses, a gene was considered as expressed only if its corresponding probe exhibited signals that were significantly higher than background (employing default parameters from the Feature Extraction software and recovering the column “IsPosAndSig” from the output). A probe had to fulfil the criterion to have detectable expression in at least 75% of all replicas in at least one of the two conditions (inhibitor-treated or control). LOWESS algorithm was used for normalisation of the intensities [82], and the log_2_ratios between inhibitor-treated and control groups were calculated. Subsequently, an adjustment of these filtered data was done using an updated genome annotation to eliminate redundancy of the probes per gene [37]. A low overall correlation was observed for the technical replicates Herb/DMSO 4 and H+T/DMSO 1, leading to the exclusion of these experiments from further analyses. As a consequence, the technical replicate TRIKI/DMSO 4 treatment was removed additionally to achieve a comparable basis for the analysis of all three microarray approaches; the latter technical replicate was selected for exclusion based on its lowest total intensities of the fluorescence signals.

To identify genes with a significant change in the levels of transcribed message, SAM (Significance Analysis of Microarrays) was used [83]; genes with a q-value≤0.03 were considered to have a significantly differential level of transcribed message between inhibitor-treated and control samples. The subsequent functional analyses focused on probes representing protein-coding genes (labelled as “to be used in GO = YES” in the updated annotation of the array [37]), although antisense-oriented oligonucleotide probes were present on the microarray platform as well. Hierarchical clustering was done using Spotfire [84]. Functional analyses were performed for differentially transcribed genes; Gene Ontology (GO) analyses [85] of all three inhibitor data sets were done with the software tool Ontologizer [86]; parent child union [87] was selected to identify categories containing enriched genes, and the p-value was adjusted according to Benjamini-Hochberg (BH) correction [88]. Further functional analyses were performed by Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com; [89]), which represents a tool providing curated information from the literature for human, mouse and rat models about canonical pathways, regulated transcription factors and their targets, and possibly regulated molecular networks, including signal transduction cascades (of which some contribute to human cancer and other diseases). To this end, all *S. mansoni* genes were annotated with the corresponding human homolog (determined according to a search with the following blast parameters: e-value<10^−10^ and at least 60% coverage); genes that fulfilled these criteria were annotated with the label “to be used in IPA = YES” in the updated annotation [37], and they were uploaded to IPA along with their corresponding microarray transcription measurements. These putative homologs represented the basis for the identification of pathways and networks enriched with proteins encoded by significantly differentially transcribed genes; default settings were used, except for presentation of networks (140 molecules per network, number of networks: 10) and for “user dataset” as reference set.

### Quantitative PCR experiments

To validate the transcriptional changes caused by inhibitor treatment of selected genes quantitative PCRs (qPCRs) were performed on a Rotor Gene Q (Qiagen). RNAs from inhibitor-treated or control females were isolated using TriFast reagent (PeqLab), and 1 µg each was reverse transcribed using QuantiTect Rev. Transcription kit (Qiagen) according to the manufacturer's instruction. The amplified cDNA was diluted 1∶20 and used for subsequent qPCR analyses. The detection of synthesised DNA double strands was based on the incorporation of SYBRGreen using PerfeCTa SYBR Green Super Mix (Quanta). To distinguish between the specific amplification product and unspecific primer dimers following each qPCR analysis a melting point analysis was done. Primer 3 Plus software was used for primer design (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi). The amplification products had a size between 140 and 160 bases. Primers were designed to have melting points at 60°C. Furthermore, differentiation of amplification products of cDNA and genomic DNA was obtained by designing primers that flanked predicted introns of the appropriate genes. A list of all used primers is available in Supplementary Table S13. All primers were commercially synthesised by Biolegio (Netherlands).

Since standard reference genes normally used for relative quantification analyses such as α-tubulin, Cu/Zn SOD (superoxide dismutase), or histone showed regulation following inhibitor treatment, we decided to perform absolute quantification on the basis of standard curves generated by purified PCR products (used in dilution series) [90]. These quantifications were done for both inhibitor- and DMSO-treated samples. Fold changes are available in Supplementary Tables S2, S5, and S8. Subsequently, log_2_ratios (treated/control) were calculated according to a previous study providing a solid basis for comparison of microarray and qPCR data [91]. The efficiency of each qPCR was determined to be between 90–100%. Finally, the validity of the obtained ratios of qPCRs and microarrays was determined by Spearman's rank correlation coefficient (r_s_) as well as the correlation of the intersection of the microarray data following hTGFβ and TRIKI-treatment [92], [93].

### *In situ* hybridization experiments

To detect the occurrence of transcripts of ORAI-1, hippocalcin, the predicted eggshell precursor protein gene, and calmodulin-4 of *S. mansoni*, *in situ* hybridizations were performed as described earlier [33], [51]. To this end, adult worm pairs were fixed in Bouin's solution (picric acid/acetic acid/formaldehyde; 15/1/5) and embedded in paraplast (Histowax, Reichert-Jung) before sections of 5 µm were generated and incubated in xylol. Following re-hydration, proteins were removed by proteinase K treatment (freshly prepared, final concentration 1 µg/ml), and the sections were dehydrated. For hybridization, transcripts were generated *in vitro* by RT-PCR, checked for their identity by sequencing, and labeled with digoxigenin following the manufacturers' instructions (Roche). The following primer combinations were used for amplification (hippocalcin, Smp_085650: forward 5′-GCTATTTATGCGATGGTTGGC-3′, reverse 5′-GACTCTGAGGTATCAGGAATGAC-3′; ORAI-1, Smp_076650.1: forward 5′-GTTGTCGTGCATATAATGGCT-3′, reverse 5′-CTGGACTCCACTTCTAAGAAAGG-3′; eggshell precursor protein gene, Smp_000430: forward 5′-GTTCCAATTACCAACCAACGTC-3′, reverse 5′-GTTTCCGTTACCACCATAATTACC-3′; calmodulin-4, Smp_032990: forward 5′-ATGAATGTTCCAATAACTCGTGAAG-3′, reverse 5′-AAGTGCTCTTGTTAATTCTGGTAAAC-3′). Primers were 5′-tagged by the addition of the T7-sequence (5′-TAATACGACTCACTATAGGGAGA-3′) to allow RT-PCR-based product synthesis of antisense or sense probes using T7 polymerase (Roche). PCR conditions to amplify calmodulin-4 were: denaturation 95°C 45 s, annealing 56°C 45 s, elongation 72°C 45 s; 30 cycles; for all other transcripts: denaturation 95°C 45 s, annealing 60°C 45 s, elongation 72°C 30 s; 30 cycles. Labeled transcripts of hippocalcin (359 bp), ORAI-1 (428 bp), the hypothesized eggshell precursor protein gene (533 bp), and calmodulin (210 bp) were size-controlled by gel electrophoresis. To prove their quality, transcript blots were made confirming digoxigenin-incorporation by alkaline phosphatase-conjugated anti-digoxigenin antibodies (Roche) with naphthol-AS-phosphate and Fast Red TR (Sigma). All *in situ* hybridizations were performed for 16 h at 42°C. Sections were washed up to 1× SSC, and detection was achieved as described for transcript blots.

### RT-PCR with organ-specific RNA

Testes and ovaries were isolated by a recently established organ-isolation method [Hahnel et al., submitted]. In short, adult males or females (50–60 each) were treated with 500 µl of tegument solubilisation (TS)-buffer (0.5 g Brij35, 0.5 g Nonidet P40, 0.5 g Tween80, and 0.5 g TritonX-405 per 100 ml PBS (137 mM NaCl, 2.6 mM KCl, 10 mM Na_2_HPO_4_, 1.5 mM KH_2_PO_4_ in DEPC-H_2_O, pH 7.2–7.4)) at 37°C and 1,200 rpm in a shaker for 5 min to solubilise the tegument. This step was repeated for females (1×) and males (2×) followed by washing steps (3×) with M199 medium (2 ml). To remove the muscles, elastase IV from pancreas (Sigma, #E0258) was used (5 units/ml, in M199 medium), and 500 µl added to each sample followed by slight agitation (600 rpm) in a shaker at 37°C for about 30 min. During incubation, the worms were swirled up manually every 5 min. This reaction was stopped when the medium turned opaque and the worms were fragmented but not completely digested. At this point liberated intact organs were observed. Testes and ovaries were identified by their characteristic morphology and carefully transferred by pipetting to fresh M199 medium. For quality inspection bright field microscopy was performed and if necessary, the organs were separated from remaining tissue rests by additional washes and transfers. Finally, the organs were collected by a pipette, transferred to 1.5 ml tubes, and concentrated by centrifugation for 5 min at 1,000 g (testes) or 1 min at 8,000 g (ovaries). After removal of the supernatant the organs were frozen in liquid nitrogen and stored at −80°C for further use.

For cDNA synthesis the QuantiTect Reverse Transcription Kit (Qiagen) was used with 500 ng of total RNA as template following the instruction of the manufacturer. PCR was done with 2 µl of a 1∶40-dilution (testis cDNA) or 1∶80-dilution (ovary cDNA) of each cDNA-sample in a total volume of 50 µl containing 1× reaction buffer (80 mM Tris-HCl, 20 mM (NH_4_)_2_SO_4_, 0.02% w/v Tween20, 2.5 mM MgCl_2_), 200 µM dNTPs, 400 nM of each primer and 2.5 units Fire-Pol *taq* polymerase (Solis BioDyne). The reactions were performed in a MasterCycler (Eppendorf) programmed as follows: 1 cycle, 95°C, 2 min; 35 cycles, 95°C, 45 sec; 60°C, 45 sec; 72°C, 45 sec. The primers used to amplify hippocalcin, eggshell precursor protein gene, and calmodulin-4 were mentioned above, primers used for ORAI-1 amplification were newly designed to be able to detect both splice variants of this gene (Smp_076650.1, Smp_076650.2; forward 5′- ACGTTGTTACTTCTTCAGTACTCC-3′; reverse 5′-ACTTTGTAGGTAGTAAGCGCAC-3′). As positive control for similar amounts of cDNA of each organ-sample the *S. mansoni* heat shock protein 70 gene (SmHSP70 accession number L02415; forward 5′-TGGTACTCCTCAGATTGAGGT-3′; reverse 5′-ACCTTCTCCAACTCCTCCC-3′) was used since as it was described to be expressed throughout diverse life stages and tissues, and it turned out to be a suitable control [94; Hahnel et al., submitted].

### In silico analysis

The following public domain tools were used: SchistoDB (http://schistodb.net/schisto/), Gene DB (http://www.genedb.org/Homepage), Welcome Trust Sanger Institute *S. mansoni* OmniBlast (http://www.sanger.ac.uk/cgi-bin/blast/submitblast/s_mansoni/omni), BLAST (http://blast.ncbi.nlm.nih.gov/), Clustal W2 (http://www.ebi.ac.uk/Tools/msa/clustalw2/), InterPro (http://www.ebi.ac.uk), SMART (http://smart.embl-heidelberg.de/).

### Abbreviations

TRIKI, TβRI kinase inhibitor; Herb A/Herb, Herbimycin A; H+T, Herbimycin A combined with TRIKI, TGFβ, transforming growth factor beta; hTGFβ, human TGFβ; SmTβRI, *S. mansoni* type I TGFβ receptor; SmActRIIb, *S. mansoni* type IIb Activin receptor; SmSmad, *S. mansoni* Smad; SmTYR1, *S. mansoni* tyrosinase 1; SmTK3, *S. mansoni* tyrosine kinase 3; SmFKBP12, *S. mansoni* FK506-binding protein 12; fs800, female specific protein 800; ORAI-1, calcium release-activated calcium channel protein 1; qPCR, quantitative PCR; CLSM, confocal laser scanning microscopy; GVBD, germinal vesicle break down; SAM, Significance Analysis of Microarrays; GO, Gene Ontology; IPA, Ingenuity Pathway Analysis; BH, Benjamini-Hochberg correction; snurp, small nuclear ribonucleoprotein; hsp, heat shock protein

## Supporting Information

Figure S1 **Network 3 of the IPA analysis following Herbimycin A-treatment (q≤0.03).** Example of an IPA-based network (no. 3) presenting proteins coded by differentially transcribed genes following Herb A-treatment. These molecules are involved in RNA post-transcriptional modification, DNA replication, recombination as well as repair and energy production. The shapes of the genes correlate with the functional classification symbolised in the legend. A = entire network. B = close up of the framed area in A (square). Arrows represent the relationship between molecules: dashed lines = indirect interaction, continuous lines = direct interaction; color intensity correlates to transcription value, calculated as log_2_ratio (treated/control) in Herb A-treated paired females; green represents molecules with repressed transcription (negative log_2_ratio); red represents molecules with enhanced transcription (positive log_2_ratio); grey represents molecules present in the dataset, but did not meet the defined cut-off for differential transcription; white represent molecules, which were included in the network because of their known relationships with other detected molecules, but they were not present within the data set.
(TIF) Click here for additional data file.

Figure S2 **RT-PCR with organ-specific RNA confirmed and complemented** ***in situ*** **-hybridization data.** Shown are RT-PCR results with organ-specific RNA of purified testes (lanes 1, 3, 5, 7, 9) and ovaries (lanes 2, 4, 6, 8, 10) indicating the presence of transcripts of hippocalcin (lanes 1, 2), ORAI-1 (lanes 3, 4), the egg-shell precursor gene (lanes 5, 6), and calmodulin-4 (lanes 7, 8). As positive control hsp70 was used (lanes 9, 10), which was shown to be widely expressed [94] serving as a suitable control also for gonad tissue [Hahnel et al., submitted]. The two bands in lanes 3 and 4 resulted from two different splice forms of ORAI-1 (Smp_076650.1, Smp_076650.2; expected products 491 bp and 532 bp), which were detected both by the used primers. M: HyperLadder (Bioline).
(TIF) Click here for additional data file.

Figure S3 **Comparison of differentially transcribed genes following hTGFβ- or TRIKI-treatment.** Hierarchical clustering of genes differentially transcribed after either hTGFβ stimulation [27] or TRIKI-induced inhibition of female schistosomes. Each line represents one of 77 genes that were identified to be differentially transcribed in both microarray analyses. The comparison was done using the mean log_2_ratio (treated/control) of transcription of these genes; genes with an enhanced transcription in treated compared to control are shown in red, and with a repressed transcription in green.
(TIF) Click here for additional data file.

Table S1 **List of the numbers of significantly differentially transcribed genes following inhibitor treatments (q≤0.03).** This table contains a list of the numbers of significantly differentially transcribed genes following inhibitor treatments (q≤0.03).
(DOCX) Click here for additional data file.

Table S2 **List of genes found to be significantly differentially transcribed following TRIKI-treatment.** This list contains all information about genes found to be significantly differentially transcribed following TRIKI-treatment (including subdivisions of up- and down-regulated sense and antisense transcripts).
(XLSX) Click here for additional data file.

Table S3 **Gene Ontology categories enriched with differentially transcribed genes following TRIKI-treatment.** Gene Ontology categories are listed enriched with differentially transcribed genes following TRIKI-treatment (including up- and down-regulated categories).
(XLSX) Click here for additional data file.

Table S4 **Networks of enriched molecules identified by IPA using the data set of differentially transcribed genes following TRIKI-treatment.** This is a list of networks of enriched molecules identified by Ingenuity Pathway Analysis (IPA) of genes differentially transcribed following TRIKI-treatment.
(XLSX) Click here for additional data file.

Table S5 **List of genes found to be significantly differentially transcribed following Herbimycin A-treatment.** This list contains all information on genes found to be significantly differentially transcribed following Herbimycin A-treatment (including subdivisions of up- and down-regulated sense and antisense transcripts).
(XLSX) Click here for additional data file.

Table S6 **Gene Ontology categories enriched with significantly differentially transcribed genes following Herbimycin A-treatment.** Gene Ontology categories are listed enriched with differentially transcribed genes following Herbimycin A-treatment (including up-regulated categories).
(XLSX) Click here for additional data file.

Table S7 **Networks of enriched molecules identified by IPA using the data set of differentially transcribed genes following Herbimycin A-treatment.** This is a list of networks of enriched molecules identified by Ingenuity Pathway Analysis (IPA) of genes differentially transcribed following Herbimycin A-treatment.
(XLSX) Click here for additional data file.

Table S8 **List of genes found to be significantly differentially transcribed following combined treatment with Herbimycin A and TRIKI.** This list contains genes found to be significantly differentially transcribed following combined treatment with Herbimycin A and TRIKI (including subdivisions of up- and down-regulated sense and antisense transcripts).
(XLSX) Click here for additional data file.

Table S9 **Gene Ontology categories enriched with significantly differentially transcribed genes following combined treatment with TRIKI and Herbimycin A.** Gene Ontology categories are listed enriched with differentially transcribed genes following combined TRIKI and Herbimycin A-treatment (including up-regulated categories).
(XLSX) Click here for additional data file.

Table S10 **Networks of enriched molecules identified by IPA using the data set of differentially transcribed genes following combined treatment with TRIKI and Herbimycin A.** This is a list of networks of enriched molecules identified by Ingenuity Pathway Analysis (IPA) of genes differentially transcribed following combined TRIKI and Herbimycin A-treatment.
(XLSX) Click here for additional data file.

Table S11 **Intersections of genes differentially transcribed following treatment with TRIKI and Herbimycin A.** This list contains all intersections from the single as well as the combined treatments with TRIKI and/or Herbimycin A (4 subdivisions).
(XLSX) Click here for additional data file.

Table S12 **Intersection of significantly differentially transcribed genes following hTGFβ stimulation and TRIKI-treatment.** This list contains the intersection of significantly differentially transcribed genes following hTGFβ stimulation and TRIKI-treatment subdivided in “overlap”, “different regulation”, and “same regulation” categories.
(XLSX) Click here for additional data file.

Table S13 **List of primers used for qPCR.**
(DOCX) Click here for additional data file.

# Supplementary material for: Transcriptome Analyses of Inhibitor-treated Schistosome Females Provide Evidence for Cooperating Src-kinase and TGFβ Receptor Pathways Controlling Mitosis and Eggshell Formation
**Source:** PLoS Pathog. 2013 Jun 13;9(6):e1003448. doi: 10.1371/journal.ppat.1003448
**Supplement:** Table S1 — List of the numbers of significantly differentially transcribed genes following inhibitor treatments (q≤0.03). This table contains a list of the numbers of significantly differentially transcribed genes following inhibitor treatments (q≤0.03).

Supplementary table S1: List of the numbers of significantly differentially transcribed genes following inhibitor treatments (q ≤ 3%)

| **Treatment** | **Orientation of probe** | **Total number of significantly differentially transcribed genes** | **Number of significantly differentially transcribed genes according to regulation direction** | **Regulation of transcription** |
| --- | --- | --- | --- | --- |
| TRIKI | Sense | 2330 | 565 | Repressed |
|  |  |  | 1766 | Enhanced |
|  | Antisense | 265 | 198 | Repressed |
|  |  |  | 67 | Enhanced |
| Herbimycin A | Sense | 1021 | 302 | Repressed |
|  |  |  | 719 | Enhanced |
|  | Antisense | 160 | 103 | Repressed |
|  |  |  | 57 | Enhanced |
| TRIKI and Herbimycin A | Sense | 411 | 157 | Repressed |
|  |  |  | 254 | Enhanced |
|  | Antisense | 110 | 40 | Repressed |
|  |  |  | 70 | Enhanced |

# Supplementary material for: Transcriptome Analyses of Inhibitor-treated Schistosome Females Provide Evidence for Cooperating Src-kinase and TGFβ Receptor Pathways Controlling Mitosis and Eggshell Formation
**Source:** PLoS Pathog. 2013 Jun 13;9(6):e1003448. doi: 10.1371/journal.ppat.1003448
**Supplement:** Table S13 — List of primers used for qPCR.

**Supplementary Table S13: List of primers used for qPCR**

| **Name of molecule** | **Primer name** | **Primer sequence (5’ 🡪 3’)** | **Tm [°C]** |
| --- | --- | --- | --- |
| Calmodulin-4 | Smp_032990-2-f | ATGAATGTTCCAATAACTCGTG | 60 |
|  | Smp_032990-2-r | CTCTTCACTTCTTGACGATTG | 60 |
| Cathepsin S | Smp_139240_f | CCAGAATACGTTGATTGGAGA | 60 |
|  | Smp_139240_r | TGGAGTAAGAGTTCCTGTCTTGA | 60 |
| Eggshell precursor protein | Smp_000430_f | CCGTAAAGGTGGTGGC | 60 |
|  | Smp_000430_r | TTGAATGTTGAATAGCCTTGC | 60 |
| fs800 | Smp_000270_f | CAGCCGAAAAAGTCAAACA | 60 |
|  | Smp_000270_r | CCCTTTTGCATCGTAAGCT | 60 |
| Hsp70 | Smp_106930-f | GCGTGCACTGACTAAGGAC | 60 |
|  | Smp_106930-r | CTGCTTCCCAGTACCCTTG | 60 |
| Sodium/potassium-pump | Smp_015020-f | GGCTGAAAATGGTTTTTGG | 60 |
|  | Smp_015020-r | AGGCAGTTTGACATGTGG | 60 |
| Smp14 | p14-f | CCTATGGCGGTGATTATGG | 60 |
|  | p14-r | GGCTGGGTTTGTAAGTGC | 60 |
| Smp48 | p48-f | GACAAGCATGGTCATGGA | 60 |
|  | p48-r | ATGCTTATCGTGGTCTTTACG | 60 |
| SmSmad 4 | Smp_033950-f | CCTTCTGGGTCCATACTCC | 60 |
|  | Smp_033950-r | CCGTGTAACCGTCAACAGTG | 60 |
| SmTβRI | TGFβRI-f | ATGATCTCACGTGTGCGA | 60 |
|  | TGFβRI-r | GATCCGAAGGGCTGTCTT | 60 |
| SmActRIIb | TGFβRII-f | GGCAGAAAATTCACCCA | 60 |
|  | TGFβRII-r | GGGGCCTGATATCGTAAAG | 60 |
| Snurp | Smp_069880-f | CGGTGGAGATATCAATGC | 60 |
|  | Smp_069880-r | GCAGCACGTCTAGCCTC | 60 |
| Tetraspanin 1 | Smp_155310.1-f | TGTGGATTATTGAATGGATCTG | 60 |
|  | Smp_155310.1-r | GGACATGTTGGATCGAGAA | 60 |
| Tetraspanin 18 | Smp_174190-f | CAAATCGTACCGCTTGTC | 60 |
|  | Smp_174190-r | GCCATCATTAATACGGCC | 60 |
| Tetraspanin-1 | Smp_011560-f | CAAAGAATGCTGGGAACG | 60 |
|  | Smp_011560-r | ACCGCGAATGTAAACGTAA | 60 |
| SmTYR1 | Smp_052070-f | CAGGGACAGCAAGCAATG | 60 |
|  | Smp_052070-r | CTTGAATGTCCAGGACGAA | 60 |

How the deposited data were processed for this re-analysis (not part of the article)

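RNA of *S. mansoni* females kept for 48 h in vitro with TRIKI (300 nM), with Herb A (4.5 µM) or with both was compared with RNA of females kept with DMSO on 18 two-color oligonucleotide arrays, 6 per treatment. Each treatment has 3 biological replicates. Every treated sample has its own DMSO sample, and each pair was hybridized on 2 arrays with the dyes exchanged. The arrays lie on 6 slides. Slide 3 holds arrays of both TRIKI and H+T, and no slide holds arrays of both Herb A and another treatment, so that treatment and slide are largely confounded.

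The authors deposited the output of the scanner software for every array, and per the file headers it was read with Feature Extraction under a protocol for two-color expression arrays. As deposited, the mean brightness of each spot in both dyes and the median of its local background are intensity values (arbitrary scanner units) without background correction or dye normalization. The log ratio of the deposited output is a log10 ratio of Cy5 over Cy3, taken per the file headers after the software's background step, spatial detrending and LOWESS dye normalization. A further table of the authors holds log2 ratios (treated/control), which equal the log2 ratio of the processed signals of the same array, turned by the dye orientation, within 4.97e-08. The files state neither scale nor direction of that table, and both were taken from its values.

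An array holds 43426 spots, 42009 of them other than controls, for 41739 probes with 40965 distinct sequences. Arrays have no sequencing depth, and signal over background takes its place. On the 15 arrays used, between 11.2% and 36.9% of spots were well above background for treated worms and between 10.8% and 40.5% for controls. For probes below that level, ratios of background-corrected signals are drawn towards 0 by the offset and give bounds at most. The per-array ratios of Supplementary Tables S2, S5 and S8 matched 15 arrays, 5 per treatment, and these were used. The remaining 3, which the paper left out, enter in an alternative. Sequences of all 2877 entries in the lists of Supplementary Tables S2, S5 and S8 were checked against the files and are the same. A probe listed for several treatments is counted more than once in this number. Of the 1779 Smp identifiers in the supplementary tables, 1409 occur in the RefSeq table at hand. Genes were therefore matched to probes by the supplementary tables alone.

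Intensities were processed with limma 3.58.1 in R 4.3.3. Background was corrected by normexp with an offset of 50, and dyes were normalized by loess within each array. Control spots and spots marked as outliers by the scanner software were left out, spots of the same probe were averaged, and ratios were turned to treated over control. Arrays of one biological replicate were averaged. A linear model with a coefficient for each of the 3 treatments was fitted to the 9 biological replicates, followed by empirical Bayes moderation of the variance. Within each treatment, p values were adjusted after Benjamini and Hochberg over the probes significantly above background on at least 75% of the arrays used, in treated or in control worms. Probes without a ratio in each replicate of the treatment were left out, and counts of probes that met the criterion exclude them. The threshold was an adjusted p of 0.03. Differences between treatments were tested in the same model, adjusted over the probes that met the criterion in either treatment. All p values of single probes come from limma, whose variance estimate is shared among probes. A bound is given as "at least" a fold change where the lower group was not well above background on any array. Its signals were then set no lower than the weakest signal well above background on the same array. The bound holds for the mean of the replicates and leaves out their spread. Tables, correlations and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

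The procedure was tested on simulated data, made for 22401 probes of the TRIKI arrays, 200 of which were given a change. limma with a single value per biological replicate called 182 probes, 5 of them unchanged ones, and found 88.5% of the changed probes. With every array as a replicate it called 320 (123 unchanged), and one-class SAM called 393 (199 unchanged). Where no probe was changed, the same procedures called 0, 39 and 113. The available 3 replicates per treatment therefore allow calls of changes as large as those simulated. All of these were larger than the median log2 ratios of the protein-coding probes listed for TRIKI (0.45 and −0.41). The simulation does not tell how many changes of that smaller size would be found.

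Genes named in the text follow a rule with 3 parts. The first takes the genes that the paper names, by the probe that its tables pair with the Smp identifier. It also listed by identifier the activin receptors Smp_124450 and Smp_080120, tyrosinase 2 and cyclin G, which the paper's text does not name. The second takes the 18 genes that Supplementary Table S11 lists for all treatments. The third takes, for each treatment, up to 3 probes with the highest and up to 3 with the lowest ratio among those called with the same sign in the 3 replicates. Values in the paper's tables had been seen for the first and second part. Probes outside this rule are marked where they are named. The available tables hold no probe for SmSmad2, FKBP12 and tetraspanin 18, and the paper gives no identifier for SmBMPRI and SmActRI, so that no values are given for these. Gene Ontology and pathway analyses were not repeated, since they depend on annotation that is not at hand.

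The model, the threshold, the named genes and the following alternatives were set before the data were examined. These were all 18 arrays, no background correction, median centring in place of loess, the log ratio of the scanner software, the authors' log2 ratios, no filter, a filter on probes well above background, and each biological replicate left out in turn. Further ones were each treatment fitted alone, every array as a replicate, one-class SAM over the arrays with sign flips, a coefficient for the dye with the replicate as random block, the slide as random block, treated and control signals as unpaired samples, the replicate number as a block between treatments, an adjusted p of 0.05, and other probes of the same gene. One-class SAM on the authors' log2 ratios was added after the data had been seen. Where a replicate is left out, the treatment with 2 replicates left is assumed to vary like the others.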

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

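Chosen only after the results were seen were the tests of labelling or hybridization of single arrays, the count of slides shared by Herb A and TRIKI, and the regroupings of the replicates. The counts by limma, under other normalizations, of called probes outside the paper's tables were chosen then too. SAM on the authors' log2 ratios was likewise added after the data had been seen.

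Measures of signal, detection, saturation, outlier spots and median ratio were compared among the 6 arrays of each treatment, 24 groups in all. In 3 groups a single array stood apart by Dixon's test, where chance gives about 1 in 20 groups, or 1.2 here. The second array of Herb A replicate 2 had the highest summed DMSO signal (ratio of gap to range 0.720) and the most saturated DMSO spots (217, the nearest array 39, ratio 0.824). Its dye-swapped partner had 33 saturated DMSO spots. On this array 4.46% of the treated spots were well above background, against 30.9% of the DMSO spots. Log2 ratios of the array and of its dye-swapped partner correlated with r = 0.0678, while other dye-swapped pairs of Herb A gave 0.739 to 0.894. As the same RNA pair gave another result on the partner array, labelling or hybridization of that array is a candidate explanation. The paper left the array out, and it does not enter the values given here except in the alternative with all 18 arrays. No biological explanation was tested.

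Among the TRIKI arrays, the first array of replicate 3 had 277 saturated DMSO spots, the nearest array 97 (ratio of gap to range 0.723). The dye-swapped array of the same RNA pair had 94 saturated spots, within the range of the other arrays, so that labelling or hybridization of the first array is again a candidate explanation. In a set of 24 groups, of which chance flags about 1 in 20, a single array of this kind may also be due to chance. No biological explanation was tested.

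Herb A and TRIKI differed at 7 of 23880 probes in limma, by a test of the difference itself. These were named after their values had been seen, except for SmACAD. In log2 ratio, Herb A was higher than TRIKI at Q2_P07014 (4.38), Q2_P05593 (2.27) and Q2_P18007 (1.25), and lower at Q2_P15736 (−2.09), Q2_P07155 (−1.66), the SmACAD probe (−1.44, adjusted p = 0.0192) and Q2_P27266 (−1.32). The number rose to 63 without Herb A replicate 1 and to 12 without H+T replicate 3. It fell to 3 without TRIKI replicate 1, to 2 without H+T replicate 2 and to 1 without Herb A replicate 3. It was 0 in limma without TRIKI replicate 2 (2318 probes at an unadjusted p under 0.05), TRIKI replicate 3 (2721) or Herb A replicate 2 (2708), while limma with every array and the slide as random block called 596. Of the 10 splits of the 6 replicates into groups of 3, 1 gave as many calls, the real one, and the others gave 0. With 10 splits this comparison cannot exclude chance whatever its outcome. The number of slides with arrays of both treatments is 0, so that the difference cannot be tested within a slide, and slide and treatment cannot be told apart for these probes as a set. For Q2_P07014, the log2 ratios with Herb A (4.01, 5.54 and 4.56 in replicates 1, 2 and 3) were high on both Herb A slides, and on slide 3 the ratio was 5.57 with H+T and 0.47 with TRIKI, values that lend a slide effect no support. Over all probes, the correlation within slides in the model with the slide as random block was 0.0171. A different response to both inhibitors stays open as well.

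H+T and TRIKI differed at 11 of 24431 probes in limma, which have 6 distinct sequences. Their values had been seen when they were named. The heat shock protein probe Q2_P07014 was 5.47 higher with H+T (log2, adjusted p = 0.00548). The other 10 were lower, among them 6 probes of one sequence (Q2_P00003_1 to Q2_P00003_6, −1.88 to −1.94), Q2_P07761 (−1.87), Q2_P26883 (−1.21), Q2_P41610 (−1.10) and Q2_P41226 (−0.98). Slide 3 holds both treatments. Over 24410 probes, the difference within this slide correlated with the difference between other slides at r = 0.430, where single differences between other slides gave 0.0304 to 0.599. Over the probes tested, this argues against slide as the whole cause of the differences. The sign of the 11 called probes within slide 3 was fixed by their selection and is no evidence. The number of calls depended on the replicates. It was 40 without H+T replicate 3, 32 without H+T replicate 1, 21 without Herb A replicate 1 and 18 without TRIKI replicate 3. It was 4 without TRIKI replicate 1, 2 without Herb A replicate 2 or 3, 1 without TRIKI replicate 2, and 0 in limma without H+T replicate 2 (3419 probes at an unadjusted p under 0.05, and 3845 calls in limma with the slide as random block over all arrays). Among 10 splits, 1 gave as many calls, the real one, and the others gave 0, a comparison that again cannot exclude chance whatever its outcome. An effect of Herb A in the combined treatment stays open as a biological explanation, beside differences between the DMSO samples of the treatments.

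For Herb A, limma called 197 probes that Supplementary Table S5 does not list, 119 higher and 78 lower in treated worms. Each of them had the same sign in the 3 replicates, and the median size of the log2 ratio was 1.04. By SAM on the authors' log2 ratios 153 of them, or 77.7%, passed a q of 0.03 with the same sign, compared with 14.1% of all probes tested for Herb A, and SAM differs from the model used here in the tool as well. In limma on the authors' log2 ratios, 132 of the 197 were called with the same sign. Both values argue against the normalization used here as the whole cause. How many were called still depended on it, with 148 without background correction, 41 with the log ratio of the scanner software and 0 in limma with median centring (136 at an unadjusted p under 0.05 with the same sign). The tables annotate 3 of the 197. The paper removed redundant probes of a gene and counts genes, and whether the remaining probes were removed in that step was not tested. The total of 381 calls moved to 30 without Herb A replicate 2, 48 without replicate 3, 126 without H+T replicate 2, 201 without TRIKI replicate 1 and 240 without TRIKI replicate 3. When 1 replicate at a time had treated and control exchanged, 1 of 4 arrangements gave as many calls, the real one, and the others gave 0 or 1. With 4 arrangements this comparison cannot exclude chance whatever its outcome. An effect of Herb A on these probes stays open.

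For H+T, 34 called probes lie outside Supplementary Table S8, 25 higher and 9 lower, with the same sign in the 3 replicates and a median size of 1.32. On the authors' log2 ratios SAM called 31 of them, or 91.2%, with the same sign, against 5.25% of all tested probes, but SAM also takes arrays as replicates. In limma with a single value per replicate, 0 of the 34 were called on the authors' log2 ratios (34 at an unadjusted p under 0.05 with the same sign), 4 with the log ratio of the scanner software, 21 without background correction and 0 with median centring (30 at an unadjusted p under 0.05). The sign was the same for all 34 in these 4 alternatives. For the calls, the normalization used here and an effect of the treatment cannot be told apart, as both tools give different answers. The tables annotate 0 of them, and a removal as redundant probes was not tested. The total of 47 calls was 1 without H+T replicate 2, 4 without H+T replicate 1 and 392 without H+T replicate 3. It was 141, 109 and 6 without TRIKI replicates 1, 2 and 3, and 10 without Herb A replicate 3. Among 4 arrangements with treated and control exchanged, 1 gave as many calls, the real one, and the others gave 0, a comparison that cannot exclude chance whatever its outcome. An effect of the combined treatment stays open too.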

How the results depend on the processing

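One-class SAM on the authors' log2 ratios was chosen after the data had been seen, and the other alternatives were not.

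Calls by limma with a single value per biological replicate were 0 for TRIKI (5496 probes at an unadjusted p under 0.05), 381 for Herb A and 47 for H+T, with 7 differences for Herb A minus TRIKI, 11 for H+T minus TRIKI and 0 for H+T minus Herb A (3762 at an unadjusted p under 0.05). Both Herb A and H+T called 11 probes. For TRIKI, the number stayed 0 with all 18 arrays, no background correction, median centring, no filter, the filter on probes well above background, each treatment alone, unpaired signals and an adjusted p of 0.05. Unless a reason is given, the cause of the changes below was not tested.

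With every array as a replicate, limma called 2832, 1995 and 1898 probes for TRIKI, Herb A and H+T, and 414 (TRIKI and Herb A), 349 (TRIKI and H+T) and 343 (Herb A and H+T) were shared. It called 375 of the 381 Herb A probes and 46 of the 47 H+T probes. One-class SAM called 6547, 1767 and 2198, with 668, 690 and 385 shared in the same order. With a coefficient for the dye and the biological replicate as random block the numbers were 2016, 1795 and 1368, with 321, 177 and 253 shared. With the slide as random block they were 2672, 1894 and 1874, with 375, 334 and 331 shared, and the differences between treatments were 596 (Herb A minus TRIKI), 1622 (H+T minus Herb A) and 3845 (H+T minus TRIKI). SAM on the authors' log2 ratios called 5373, 2174 and 1206, with 624, 263 and 244 shared. These alternatives by construction enter every array, so that more values enter each test. The fit with a coefficient for the dye takes arrays of one biological replicate as correlated (0.335, one value for all probes), and the others count dye-swapped arrays as replicates.

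Median centring gave 0 calls in limma for Herb A (2900 probes at an unadjusted p under 0.05), H+T (1270), Herb A minus TRIKI (1053) and H+T minus TRIKI (4775), and 0 probes shared by Herb A and H+T. Other tools were not run with it. Without background correction there were 14 differences for Herb A minus TRIKI, 2 for H+T minus TRIKI and 6 probes shared by Herb A and H+T. With the log ratio of the scanner software, limma called 73 probes for TRIKI, 192 for Herb A and 13 for H+T, with 23, 1 and 56 differences (Herb A minus TRIKI, H+T minus Herb A, H+T minus TRIKI). Shared were 4 probes by Herb A and H+T and 2 by TRIKI and Herb A. With the authors' log2 ratios, it called 155 for TRIKI and 2 for H+T, 66 differences for H+T minus TRIKI and 0 for Herb A minus TRIKI (4092 at an unadjusted p under 0.05). Shared were 1 probe by Herb A and H+T and 5 by TRIKI and Herb A. The count for Herb A was 559 there, within 1.5 times.

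All 18 arrays gave 215 calls for Herb A, 13 for H+T and 2 shared by these. Without a filter, where more probes are tested, the counts were 64 for Herb A, 18 for H+T, 1 for Herb A minus TRIKI, 2 for H+T minus TRIKI and 1 shared by Herb A and H+T. The filter on probes well above background, which tests fewer probes, gave 645 for Herb A, among them 376 of the 381, 264 for H+T, 37 for Herb A minus TRIKI, 137 for H+T minus Herb A, 178 for H+T minus TRIKI and 43 shared. Each treatment fitted alone, with fewer degrees of freedom, gave 134 for Herb A, 1 for H+T and 1 shared. With treated and control signals as unpaired samples there were 15 for Herb A, 1 for H+T and 1 shared. The looser threshold, an adjusted p of 0.05, gave by construction 728 for Herb A, 262 for H+T, 31, 120 and 163 differences (Herb A minus TRIKI, H+T minus Herb A, H+T minus TRIKI) and 44 shared.

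Log2 ratios of replicates with the same number in different treatments correlated at r between −0.213 and 0.430. These pairs are part of all pairs between treatments (−0.606 to 0.516). That they lie within this range was fixed in advance and says nothing about a pairing. After the mean of each treatment was taken off, r of same-numbered replicates lay between −0.145 and 0.354. Whether replicates of the same number belong together stays open. With the replicate number as a block, there were 2 differences for Herb A minus TRIKI, 1 for H+T minus TRIKI and 0 for H+T minus Herb A (4046 at an unadjusted p under 0.05). It called 14 probes for H+T, 11 of them among the 47, and 347 for Herb A, 252 of them among the 381.

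Leaving out single replicates moved the counts of limma as follows. TRIKI ranged from 0 to 1, the latter without TRIKI replicate 1 or Herb A replicate 1. Herb A ranged from 30 without Herb A replicate 2 to 562 without Herb A replicate 1, and was 48 without its replicate 3, 126 without H+T replicate 2, 201 without TRIKI replicate 1 and 240 without TRIKI replicate 3. H+T ranged from 1 without H+T replicate 2 to 392 without H+T replicate 3. It was 4 without H+T replicate 1, 141, 109 and 6 without TRIKI replicates 1, 2 and 3, and 10 without Herb A replicate 3. Herb A minus TRIKI ranged from 0 to 63, the latter without Herb A replicate 1. H+T minus Herb A ranged from 0 to 117, the latter without Herb A replicate 1, with 65 without H+T replicate 3, 27 without TRIKI replicate 3, 2 without TRIKI replicate 2 and 1 without H+T replicate 1. H+T minus TRIKI ranged from 0 without H+T replicate 2 to 40 without H+T replicate 3. Probes shared by Herb A and H+T ranged from 1 to 52, the latter without H+T replicate 3, and those shared by TRIKI with Herb A or with H+T from 0 to 1, the latter without Herb A replicate 1. Where one of these 6 comparisons gave a count of 0, unadjusted p under 0.05 were found for 2318 probes or more.

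The Spearman correlation between TRIKI and human TGF-beta was −0.165. It was −0.238 without background correction, −0.266 with the log ratio of the scanner software, −0.263 with the authors' log2 ratios and −0.323 with the filter on probes well above background, which leaves fewer genes. Without 1 replicate it ranged from −0.358 (TRIKI replicate 1) to −0.0128 (TRIKI replicate 2). The permutation p, 0.163 at first, was 0.0437, 0.0238, 0.0244 and 0.0225 in these 4 alternatives, and 0.00206 and 0.913 without TRIKI replicates 1 and 2. With that filter, 37 genes were opposite to hTGFβ, against 57, as fewer were tested. Counting only genes past the threshold for TRIKI gave no value, since limma called 0 probes. The regression coefficient of Herb A + TRIKI on Herb A was 0.230, 0.0757 with the log ratio of the scanner software and 0.0834 with the authors' log2 ratios. It was 0.138 without Herb A replicate 1. Correlations between treatments and the coefficient on TRIKI moved by less than the spread of single replicates in the alternatives run, which is wide. TRIKI and Herb A, 0.344, was 0.196 without Herb A replicate 1. Herb A and H+T, 0.210, was 0.0457 without H+T replicate 1, 0.0931 with median centring, 0.0695 with the log ratio of the scanner software and 0.0783 with the authors' log2 ratios. The correlation, TRIKI and Herb A + TRIKI, of −0.0308 nevertheless changed sign without TRIKI replicate 1 (0.0889), H+T replicate 2 (0.0226) or H+T replicate 3 (0.177), and was −0.315 without H+T replicate 1, −0.142 without TRIKI replicate 2, −0.134 with median centring, −0.110 with the log ratio of the scanner software and −0.109 with the authors' log2 ratios. The regression coefficient of Herb A + TRIKI on TRIKI, −0.0990, was 0.0347 without TRIKI replicate 1, 0.105 without H+T replicate 3, −0.356 without H+T replicate 1, −0.0431 without H+T replicate 2, −0.235 without TRIKI replicate 2, −0.0489 without Herb A replicate 1 and −0.172 with median centring.

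Of 75 values of named genes, 63 kept their direction in every alternative. Over 1341 comparisons of a value with an alternative, 1036 kept direction and side of the threshold, 119 lost a call, 173 gained one and 13 changed direction without a call, 7 of these with median centring. Other filters, each treatment alone, unpaired signals and the looser threshold use the same ratio, so that direction is kept there by construction. No called value was reversed. Arrays with little signal over background limit these ratios, above all the remaining array of Herb A replicate 2, with 11.2% of treated spots well above background.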

Differences from the paper's values

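Chosen only after the data were seen was one-class SAM on the authors' log2 ratios, and so was the measure of spread for both correlations with hTGFβ and qPCR. The other alternatives named here were set before the data were examined. Counts of the paper refer to genes after removal of redundant probes, and those given here to probes, which is a limit of each comparison of counts.

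The paper's numbers of genes or probes called as changed are 2595 for TRIKI, 1181 for Herb A and 521 for H+T. Here limma called 0 (5496 probes at an unadjusted p under 0.05), 381 and 47. The paper's methods name SAM and do not state how it treated arrays of the same RNA pair, which count as 1 replicate here. For TRIKI, the number lies within 1.5 times the paper's with every array as a replicate (2832), with a coefficient for the dye and the biological replicate as random block (2016) and with the slide as random block (2672), and not under the other alternatives, SAM included (6547). For Herb A it does with SAM (1767) and under no other. For H+T it does without H+T replicate 3 (392) and under no other. SAM on the authors' log2 ratios, added after the values had been seen, calls 5373, 2174 and 1206 probes. It drops 6 of the 1179 genes listed in the available copy of Supplementary Table S2, 216 of the 1178 in Table S5 and 68 of the 520 in Table S8.

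The paper's numbers of genes or probes detected are 8745 for TRIKI, 8016 for Herb A and 11668 for H+T. Here 22899, 15415 and 22717 probes met the criterion and had a ratio in each replicate. For TRIKI no alternative came within 1.5 times the paper's number. For Herb A all 18 arrays (11455) and the filter on probes well above background (9765) did and the others did not, and for H+T that filter did (13144) and the others did not.

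For shared calls the paper's numbers are 302 for TRIKI and Herb A, 113 for TRIKI and H+T, 78 for Herb A and H+T and 18 for all 3 treatments. Here limma called 0, 0, 11 and 0 in common, and SAM 668, 690, 385 and 134. The first lies within 1.5 times the paper's with every array as a replicate (414), with the coefficient for the dye (321) and with the slide as random block (375). The third does without H+T replicate 3 (52). The second and the last do so under none of the alternatives, and the other alternatives leave the first and the third different.

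Of 51 mean log2 ratios that the paper's tables list for the named genes, 29 differ from those computed here by more than the SD of the replicates, 0 have another sign, and 43 are smaller in size here. For TRIKI, the paper's value and the value here are 1.74 and 0.33 for SmTβRI, 0.86 and 0.37 for SmActRIIb, 1.01 and 0.23 for the activin receptor Smp_124450, 1.23 and 0.33 for the activin receptor Smp_080120, and 0.84 and 0.16 for SmTK3. They are 1.26 and 0.21 for follistatin, 2.25 and 0.87 for rad17, 0.60 and 0.49 for cyclin l, 1.10 and 0.40 for cyclin G, and 1.07 and 0.40 for glypican.

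For Herb A, the paper's value and the value here are 1.16 and 0.34 for SmActRIIb, −1.13 and −0.61 for SmSmad4, −2.07 and −0.37 for Smp48, −1.42 and −1.26 for tetraspanin-1, 2.62 and 1.53 for calmodulin-4, 1.38 and 0.49 for calmodulin-4 antisense, and 1.13 and 0.47 for hippocalcin. They are −1.72 and −0.26 for follistatin, 1.37 and 0.49 for cyclin l, 1.08 and 0.30 for cyclin G, 0.96 and 0.38 for glypican, 1.66 and 0.44 for BAG1, −1.48 and −1.14 for SmACAD, and 2.76 and 1.83 for the hsp70-interacting protein. For H+T, they are −1.15 and −0.66 for eggshell precursor antisense, −1.58 and −1.20 for fs800, 1.59 and 0.69 for hsp70 antisense, −1.44 and −0.43 for the Na/K-pump, and 2.19 and 0.57 for calmodulin-4 antisense.

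With the log ratio of the scanner software and with the authors' log2 ratios, 26 of these 29 values lie within the spread of the paper's, and SmActRIIb with TRIKI and with Herb A and follistatin with Herb A do not. With median centring 7 do, namely SmActRIIb with TRIKI, fs800 with H+T, hippocalcin with Herb A, cyclin l with Herb A, cyclin G with TRIKI and with Herb A, and the hsp70-interacting protein with Herb A. Without background correction 3 do, fs800 with H+T, cyclin G with Herb A and the hsp70-interacting protein with Herb A. All 18 arrays bring in cyclin l with TRIKI. Every array as a replicate, SAM and the slide as random block each bring in fs800 with H+T, and the coefficient for the dye brings in the hsp70-interacting protein with Herb A. Of the fits without 1 replicate, those without H+T replicate 1 (fs800), Herb A replicate 3 (calmodulin-4 antisense with Herb A), TRIKI replicate 3 (cyclin l with TRIKI), Herb A replicate 2 (cyclin l and cyclin G with Herb A) and Herb A replicate 1 (the hsp70-interacting protein with Herb A) bring in the values named. With no filter, the filter on probes well above background, each treatment alone and unpaired signals, 0 of the 29 do. With the arrays averaged as in SAM on the authors' log2 ratios, chosen after the values had been seen, 29 do. These are means of the same per-array values as in the paper's tables, so that the match follows by construction, and this alternative drops 6, 216 and 68 of the paper's listed genes.

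The paper lists 44 values of named genes as changed that limma does not call here. SAM calls 28 of them, limma with every array as a replicate 27, with the slide as random block 26 and with the coefficient for the dye 24. The filter on probes well above background and an adjusted p of 0.05 each give 7, and the authors' log2 ratios and each treatment alone give 1 each. The fits without TRIKI replicate 1, TRIKI replicate 2 or H+T replicate 3 give 3 each, that without Herb A replicate 1 gives 2, and those without Herb A replicate 2 or H+T replicate 1 give 1 each. SAM on the authors' log2 ratios, chosen after the values had been seen, gives 42. The other alternatives give 0 in limma, and 17 to 19 of all tested probes of named genes in each treatment had an unadjusted p under 0.05.

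The paper ranks TRIKI first by the number of changed genes. SAM here does so too (6547 against 1767 and 2198), as does limma with every array as a replicate, and limma with 1 value per biological replicate ranks Herb A first (381 against 47 and 0, 5496 for TRIKI at an unadjusted p under 0.05). With the log ratio of the scanner software limma calls 73 for TRIKI, 192 for Herb A and 13 for H+T, and with the authors' log2 ratios 155, 559 and 2, so that TRIKI comes before H+T. Without Herb A replicate 2 the order is H+T (33) before Herb A (30), and with median centring limma calls 0 for each treatment (6579, 2900 and 1270 at an unadjusted p under 0.05). The paper states that the combined treatment lowered all the eggshell genes it lists. Here 4 of 5 had a negative mean with H+T, and Smp48, whose probe in the tables is labelled antisense, had 0.19 ± 0.54 (SD, n = 3). It states that fs800 was lowered by Herb A in most replicates. Here its log2 ratio was below 0 in replicate 1 only, with a mean of 0.18, while SmTYR1, of which it states the same, was below 0 in replicates 1 and 2. On the Herb A arrays, the control signals of both were well above background on 2 of 5 arrays. Treated signals were so on 4 arrays for fs800 and on 3 for SmTYR1, which limits these ratios. The paper concludes that values of the eggshell genes with the combined treatment lie between those of both single treatments. It found by qPCR a stronger reduction with Herb A than with both inhibitors, while the values here are array ratios. Of the 5 array ratios here, that of Smp14 lies between them. Its signal was saturated in treated worms on 2 of 5 Herb A arrays. With H+T it was saturated in treated and control worms on 3 of 5 arrays, so that its place cannot be read. H+T lies below both for the precursor, the fs800-like gene and SmTYR1 (H+T minus Herb A −0.75, −1.39 and −0.93) and above both for Smp48, and none of the differences between H+T and Herb A passed the threshold in limma. The paper states significant increases of the precursor and of the fs800-like gene with TRIKI and significant decreases of both and of SmTYR1 with H+T. The signs here are as stated, and limma with 1 value per biological replicate called 0 of the 5 values, of which 5 had an unadjusted p under 0.05. SAM, limma with every array as a replicate, the coefficient for the dye and the slide as random block called all 5, as did SAM on the authors' log2 ratios, chosen after the values had been seen, which drops 6 of the 1179 genes in the copy of Table S2 and 68 of the 520 in Table S8. The filter on probes well above background called the fs800-like gene and SmTYR1 with H+T, and an adjusted p of 0.05 the former.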

Other observations

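The test of an exchange of treated and control worms within a pair and the regroupings of the replicates were chosen only after the results were seen.

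TRIKI probes were called in numbers by limma when every array counted as a replicate (2832) and not with 1 value per biological replicate (0, with 5496 at an unadjusted p under 0.05 and 6547 calls by SAM). A candidate explanation was that dye-swapped arrays of one RNA pair lie closer together than arrays of different replicates. The lowest correlation between dye-swapped TRIKI arrays was 0.477, below the highest between arrays of different replicates (0.595), while the other two dye-swapped pairs had 0.783 and 0.777, above every pair of different replicates. The pair with 0.777 includes an array that was not used for the calls. With the biological replicate as random block (correlation 0.335) and a coefficient for the dye, limma still called 2016. That fit takes one correlation for all probes, and with 3 pairs the explanation stays open. In simulated data without changes, limma with every array as a replicate called 39 probes, and 0 with 1 value per replicate, where SAM called 113. With treated and control exchanged in 1 replicate at a time, 4 of 4 arrangements gave at least the real number of calls. As that number is 0 this was fixed in advance, and the comparison says nothing about chance. The same holds for H+T minus Herb A, where limma called 0 (3762 at an unadjusted p under 0.05, and 1622 calls with the slide as random block) and 10 of 10 splits necessarily reached that number.

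In the genes that Supplementary Table S11 lists for TRIKI and H+T outside the 18 common ones, log2 ratios of both treatments mostly had opposite signs. Dye bias from replicates with a single array was tested with all 18 arrays, where each replicate has both dye orientations. The share of opposite signs was still 75.8%. These genes had been listed by their ratios on the arrays used here, which are among the 18. Their signs were thus largely fixed by the selection, and this test cannot tell whether dye bias contributed. A difference between the DMSO samples of both treatments was tested on 64 probes listed as higher with TRIKI and lower with H+T. The median DMSO signal (log2) was 0.657 higher on the H+T arrays, with 64 of 64 probes above 0, while that of treated samples differed by −0.173. Over 21185 probes the SD of these differences was 0.473 and 0.292. The probes were chosen for their opposite ratios, and the DMSO samples lie on different arrays and mostly different slides, so that different DMSO samples and different responses to the inhibitors cannot be told apart for these probes.

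TRIKI replicate 1 and H+T replicate 3, hybridized on the same slide, had the lowest correlation of all pairs of replicates (−0.606). Dye or slide bias would give arrays with the same dye orientation another sign than arrays with opposite orientation. The highest of the 4 correlations between their arrays was −0.447, so that all 4 are negative whichever dye the treated sample carried, and this argues against it. An exchange of treated and control samples within one of the pairs would leave that replicate without a positive correlation to others of its treatment. TRIKI replicate 1 correlated at 0.571 and 0.482 with the other TRIKI replicates, which argues against an exchange there. H+T replicate 3 correlated at 0.461 with H+T replicate 2 and at −0.0574 with replicate 1 (−0.182 with all 18 arrays). The value with replicate 2, over 14126 probes, argues against an exchange in this replicate, while the weakly negative values with replicate 1 do not. With treated and control of H+T replicate 3 exchanged, limma called 0 probes in place of 47. The same sign in all 3 H+T replicates was found for 490 of the 520 listed probes, which were chosen on the same arrays. For Q2_P07014 the replicates were 5.68, 6.15 and 5.57. Variation between worm batches and a response to the inhibitors that differs between them stay open and were not tested.

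Of further genes in the rule for named genes, of which the paper's text names SmTK3 and neither of these activin receptors, the probe of the activin receptor Smp_124450 had a log2 ratio of 0.23 ± 0.04 (SD, n = 3, adjusted p = 0.322) with TRIKI, with neither treated nor control signal well above background. That of the activin receptor Smp_080120 was at least 1.18-fold higher with TRIKI than in controls (log2 ratio 0.33 ± 0.21, SD, n = 3, adjusted p = 0.195). With TRIKI, SmTK3 had 0.16 ± 0.15 (SD, n = 3, adjusted p = 0.470). The Na/K-pump, which the paper names for TRIKI, is listed as lower in Supplementary Table S8 and had −0.43 with H+T.

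In the available copy of Supplementary Table S2, the column of average fold changes is larger than the column of average log2 ratios by 2 in each of 1179 probes. It has 0 values below 0 and a lowest value of 0.329, and it cannot hold a fold change on this scale. The column of log2 ratios was used here. Between the text and Supplementary Table S1, the number of protein-coding genes enhanced by TRIKI differs by 1. Supplementary Table S5 lists Smp14 for Herb A, while the text names Smp48 alone among the eggshell genes. The table of primers gives SmTYR1 another Smp identifier than the expression tables do, and the column of contigs in Supplementary Table S11 holds probe identifiers. In the qPCR table of the combined treatment, the paper's replicate numbers 1, 2 and 3 correspond to replicates 3, 1 and 2 of the deposited arrays.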
